# Enhancer Rewiring Orchestrates Inflammation and Loss of Cell Identity During Muscle Stem Cell Aging

**DOI:** 10.1111/acel.70289

**Published:** 2025-11-14

**Authors:** Changyou Shi, Na Yang, Evelyn Pizano, Lin Wang, James R. Occean, Chang‐Yi Cui, Ling Liu, Christopher Dunn, Frimpong Boadu, Qiong Meng, Nirad Banskota, Jen‐Hao Yang, Jinshui Fan, Supriyo De, Jianlin Cheng, Thomas A. Rando, Vittorio Sartorelli, Payel Sen

**Keywords:** adult stem cells, aging, chromatin, epigenome, multi‐omics, muscle

## Abstract

Loss of regeneration is a key feature of aging organs, often linked to stem cell exhaustion. Skeletal muscle stem cells (MuSCs) undergo age‐related numerical and functional decline, contributing to reduced regenerative potential. Using low‐input multi‐omics, we systematically profiled the epigenome, transcriptome, and 3D genome of MuSCs from individual mice across 3 age groups (young, old, and geriatric) and both sexes. At baseline, young male MuSCs showed reduced expression of cell cycle‐related mRNAs. In aged mice, particularly males, MuSCs exhibited early alterations (emerging during the transition from young to old age) including enhanced proinflammatory signaling, and loss of cell identity. Late alterations (emerging during the transition from old to geriatric age) included heightened inflammation, widespread enhancer activation, and extensive 3D genome rewiring. Proinflammatory pathways were enriched for interferon signaling and correlated with endogenous retroviral expression and NFκB activity. Late‐stage epigenome and 3D genome rewiring reflected downstream degenerative changes in muscle organization, response to cytokines, and loss of myogenic identity. Thus, progressive molecular shifts may explain the aggravated proliferative deficit and functional impairment observed in MuSCs during aging.

## 1 Introduction

Skeletal muscles (SKM) comprise 40%–50% of body mass and represent a class of tissues under voluntary control of the somatic nervous system. With age, there is a reduction in regenerative capacity and a progressive loss of SKM mass (sarcopenia) which leads to functional decline, frailty, and increased mortality (Sayer et al. 2024). Age‐related decline in regenerative potential in the SKM is attributed to the exhaustion of adult stem cells known as muscle stem cells (MuSCs) or satellite cells which reside between the sarcolemma and basal lamina (Munoz‐Canoves et al. 2020; Yin et al. 2013). Ablation studies have established MuSCs as chief myogenic progenitors (Lepper et al. 2011; McCarthy et al. 2011; Murphy et al. 2011; Sambasivan et al. 2011). In the absence of injury, MuSCs remain in a state of quiescence characterized by low metabolic activity and expression of PAX7, and other stemness markers such as NOTCH1‐3, CD34 and CXCR4 (Sousa‐Victor et al. 2015; Yin et al. 2013). Injury triggers a coordinated series of events starting with MuSC activation, and cell division. Some of the activated MuSCs (ASCs) produce myoblasts which differentiate into myocytes and fuse to form myotubes while the remaining ASCs return to quiescence to maintain the stem cell pool. Myotubes further mature into myofibers, with the migration of nuclei from a central to a peripheral position (Kuang et al. 2007).

With age, there is both a numerical and functional decline in MuSCs, the reasons for which are only partially understood (Brack and Munoz‐Canoves 2016). Age‐related numerical exhaustion may be attributed to escape from quiescence in part triggered by release of fibroblast growth factor 2 (FGF2) from aged myofibers (Chakkalakal et al. 2012), activation of mammalian target of rapamycin complex 1 (mTORC1) and AKT signaling (Rodgers et al. 2014), decline in anti‐aging KLOTHO expression (Ahrens et al. 2018; Sahu et al. 2018), mitotic catastrophe (Liu et al. 2018), or senescence (Moiseeva et al. 2023; Sousa‐Victor et al. 2014). By contrast, age‐related functional decline occurs due to specific cell‐extrinsic (e.g., microenvironment, mechanical stress, senescent niche) and cell‐intrinsic (e.g., DNA damage accumulation, metabolic changes, epigenetic alterations) mechanisms (Brack and Rando 2007). Here, we focus on decoding the intricate cell‐intrinsic epigenomic reprogramming events that underpin functional deficits in aged MuSCs.

Technical limitations related to low cell numbers compounded by the numerical decline of MuSCs with age, have posed serious challenges in integrating multiple modalities while also estimating biological variability and sex differences. Due to its sensitivity, the assay for transposase‐accessible chromatin using sequencing (ATAC‐seq), has been the easiest to implement (Grandi et al. 2022), and has revealed accessibility changes with age (Dong et al. 2022; Lazure et al. 2023; Shcherbina et al. 2020). Lazure et al. (2023) further reported an inverse relationship between chromatin accessibility and DNA modification as measured by whole genome bisulfite sequencing. Inferred transcription factor (TF) activity from RNA‐seq and ATAC‐seq has pinpointed several key players in stem cell identity and myogenesis (Chow et al. 2021; Garcia‐Prat et al. 2020). Liu et al. (2013) profiled histone modifications (H3K27me3, H3K4me3, and H3K36me3) by ChIP‐seq in young and old MuSCs pooled from multiple animals. The most remarkable change was in H3K27me3, which accumulated and spread in old MuSCs, particularly over histone genes with reduced expression (Hu, Chen, et al. 2014; O'Sullivan et al. 2010). A more recent report showed reduced levels of constitutive heterochromatin markers H3K9me2/3 and HP1 in old MuSCs via microscopy (Kang et al. 2024). Finally, two studies reported extensive rewiring of local contacts in aged MuSCs using high‐throughput chromosome conformation capture (Hi‐C) (Yang et al. 2023; Zhao et al. 2023). However, prior studies have rarely examined dynamic chromatin marks like H3K27ac in the context of MuSC aging, and few have addressed sex differences or incorporated a broader multi‐omic framework.

To address the abovementioned gaps, we have employed sensitive low‐input multi‐omic methods to carefully profile the epigenomic, transcriptomic, and 3D genomic landscape in freshly isolated MuSCs (FISCs) from individual mice across three age groups and both sexes. Our integrated findings from four modalities reveal distinct age‐related temporal events, with the transcriptome and accessible chromatin showing early signs of pro‐inflammatory alterations. In later stages, we find evidence of profound rewiring of the enhancer landscape, and sustained inflammation which may drive downstream degenerative changes.

## 2 Results

### 2.1 FISCs Show Sex‐Biased Quantitative and Qualitative Decline With Age

To investigate MuSC function during aging we sourced male and female C57BL/6JN mice spanning three age groups: young (2–4 months), old (20–24 months), and geriatric (27–32 months) from the NIA rodent colony (see Section 4). MuSCs were freshly isolated (FISCs) from hind limb SKM, either from injured or uninjured tissue using fluorescence activated cell sorting (FACS) following established protocols and previously defined markers, VCAM1+, CD31−, CD45−, and SCA1− (Liu et al. 2015) (see Section 4, Figure 1A and Figure S1A–E). Greater than 95% of the sorted cells were also positive for the known MuSC marker, PAX7 (Figure S1F). While body weight increased in old mice, there was a modest decline in geriatric males (Figure 1B). Hind limb muscle mass (normalized to body weight) showed a significant decrease with age (Figure 1C). The number of FISCs recovered per mouse (normalized to hind limb muscle mass) decreased significantly in female but not male mice (Figure 1D). FISCs estimated as % of total mononuclear cells from uninjured SKM showed a significant decrease with age in both sexes (Figure 1E), in line with previous reports (reviewed in Brack and Munoz‐Canoves 2016).

**FIGURE 1:**
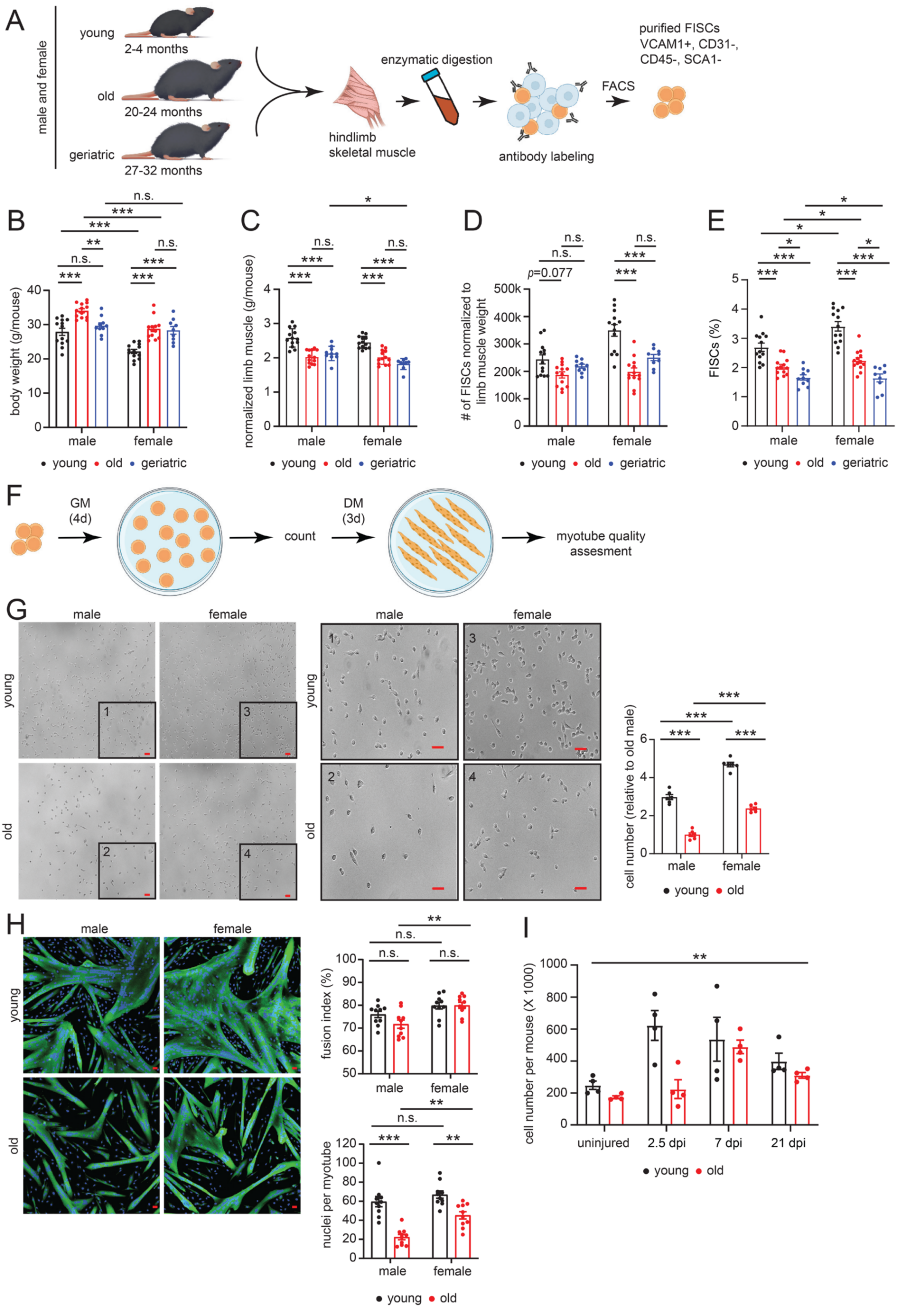
FISCs show a sex‐biased quantitative and qualitative decline with age. (A) Schematic of the experiment in which hindlimb muscles from young (2–4 months), old (20–24 months), and geriatric (27–32 months) mice were collected. Mononucleated cells were dissociated from limb muscles using physical and enzymatic methods, and FISCs (identified as VCAM+ CD31− CD45− SCA1−) were isolated using FACS. (B) Comparison of body weight, (C) body weight normalized hind limb muscle mass, (D) muscle mass normalized FISC numbers, and (E) the percentage of FISCs in total mononucleated cells isolated from young, old, and geriatric mice (data represented as mean ± SEM, *n* = 9–13 mice). Significance was calculated using two‐way ANOVA with Tukey's multiple comparisons test: *p < 0.05, **p < 0.01, ***p < 0.001. (F) Schematic of MuSC proliferation and differentiation in vitro. (G) Sorted FISCs were seeded in myogenic growth medium (GM) and cultured for 4 days, after which cells were counted under brightfield microscopy using ImageJ. Scale bar represents 20 μm. Magnified insets are in the middle panel. Bar plot on the right shows the quantification of proliferating cells from young and old mice of both sexes (data represented as mean ± SEM, *n* = 6 from 2 mice with 3 wells per mouse) represented relative to old male. Significance was calculated using two‐way ANOVA with Tukey's multiple comparisons test: ***p < 0.001. (H) Sorted FISCs were seeded in GM and cultured for 4 days before switching to myogenic differentiation medium (DM). After 3 days in DM, cells were fixed and immunostained for myosin heavy chain (MHC, green), with nuclei stained using DAPI (blue). Scale bar represents 20 μm. The bar plot on the right shows quantification of myotube formation, including the fusion index (percentage of nuclei within myotubes out of the total nuclei) and the number of nuclei per myotube, data represented as mean ± SEM, *n* = 10 from 2 mice with 5 images per mouse. Significance was calculated using two‐way ANOVA with Sidak's (for fusion index), and Tukey's (for nuclei per myotube) multiple comparisons test: **p < 0.01, ***p < 0.001. (I) Total number of FISCs recovered per mouse at indicated days after injury, data represented as mean ± SEM, *n* = 4 mice. Significance was calculated using two‐way ANOVA with Sidak's multiple comparisons test: **p < 0.01. For panels (B–H), both males and females were considered, for (I) only male was used.

To test for function, we seeded equal numbers of FISCs from young and old mice in a growth medium (GM) containing human fibroblast growth factor (hFGF) for 4 days and then changed to a differentiation medium (DM) for 2 days (see Section 4, Figure 1F). Old FISCs from both sexes showed reduced proliferation (Figure 1G) and myotube formation (Figure 1H), evident from myosin heavy chain (MHC) expression, a marker for mature myotubes. Myotubes from old FISCs were visibly thinner, shorter, and fewer (Figure 1H). Notably, the fusion index (number of nuclei inside MHC+ myotubes divided by the total number of nuclei) was unaltered with age. In contrast, the nuclei per myotube were significantly reduced in the old (Figure 1H bar plots). Collectively, these observations indicate that a proliferation rather than fusion defect dictates poor myotube formation with age. Interestingly, we found that male FISCs showed less proliferation than females regardless of age (Figure 1G).

We injected 1.2% BaCl_2_ into the hind limb SKM of young and old mice to induce injury and measured MuSC numbers from injured muscles over a 21‐day period using FACS. In line with an in vitro proliferative defect, we recovered fewer FISCs 2.5 days post‐injury from the muscles of old mice, when young FISCs showed peak proliferation (Figure 1I).

Overall, we confirmed the well‐established quantitative and qualitative decline of MuSCs with age (Sousa‐Victor et al. 2015), but further demonstrated that this decline is predominantly driven by a proliferative defect, with a pronounced impact in males.

### 2.2 Bulk Transcriptomic Profiles Highlight Aggravated Aging in Geriatric FISCs

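FISCs were sorted from 23 C57BL/6JN mice, and 1 RNA-seq library was made per mouse. The young group held 4 males and 3 females aged 2 to 4 months, the old group 4 males and 4 females aged at least 21 months, and the geriatric group 4 males and 4 females aged 28 months. SMART-seq reverse transcribes polyadenylated RNA from few cells and adds a common sequence at the 5′ end of each transcript by template switching, so the libraries represent mRNA. The paper's methods give paired-end reads of 100 bp, and the sample records give reads of 75 bp. The authors trimmed the reads, aligned them to GRCm38/mm10 with STAR, removed duplicates with Picard, kept alignments with a mapping quality of at least 10 and counted the reads on genes with featureCounts. The deposited values are these counts, without normalization, for 20504 gene symbols. The paper's text names neither the gene annotation nor a strand setting for this step, so reads of overlapping genes could have been assigned to either gene. Counts on genes ranged from 12920081 to 29540702 in young males (median 20201382.5) and from 16843684 to 22407767 in young females (median 22275321). They ranged from 16997103 to 27023468 in old males (median 20957204) and from 8562413 to 24717179 in old females (median 13061726). In the geriatric group they ranged from 13549733 to 20959304 in males (median 17981124.5) and from 13303969 to 21981371 in females (median 18886563.5). Between 15436 and 17880 genes were detected per mouse. Library sizes were scaled with edgeR's TMM factors, and genes with few counts were left out with edgeR's filterByExpr. Each comparison was tested with edgeR's quasi-likelihood F-test, and p-values were adjusted with the Benjamini-Hochberg method over all genes tested. Each pair of ages was fitted on its own with both sexes and without a sex term. Comparisons within a sex, between the sexes and of age changes between the sexes came from one fit of the 6 groups of age and sex. A DAR is an mRNA with an adjusted p-value under 0.05. Expression levels are given as CPM, scaled with the TMM factors. Permutation tests are two-sided.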

To assess transcriptomic changes in FISCs during aging, we adopted the SMART‐seq (Switching Mechanism at 5′ End of RNA Template) methodology to generate full length cDNA libraries for bulk low‐input RNA‐seq from young (*n* = 7), old (*n* = 8), and geriatric (*n* = 8) mice (see Section 4, Table S1). Replicate reproducibility is shown in Figure S2A. 

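Reproducibility was measured as the Spearman correlation between 2 libraries across genes, after DESeq2's variance-stabilizing transformation. Genes are not independent replicates, so these values carry no p-value. Within a group of one age and sex, the median correlation was 0.978 in young males, 0.980 in young females, 0.978 in old males, 0.974 in old females, 0.979 in geriatric males and 0.974 in geriatric females, and single pairs lay between 0.965 and 0.985. Pairs of the same sex and different ages had a median of 0.974, and pairs of the same age and different sexes a median of 0.973. Pairs that differed in both had a median of 0.970. No 2 libraries of a group were copies of each other: the chi-square per degree of freedom of their gene counts was between 7.56 and 124, where sampling noise alone gives about 1. Counts of the Y-linked gene Ddx3y and of Xist, which only the TE counts hold, matched the labelled sex of all 23 mice.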

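PCA was run on the 500 genes with the highest variance after the variance-stabilizing transformation. PC1 held 36.96% and PC2 20.88% of the variance of these genes. Sex accounted for 76.1% of the variance of the PC1 scores (permutation test with 100000 resamples, p = 1e-05, the smallest that they can give), and age group for 17.99% (p = 0.137). Age group accounted for 68.0% of the variance of the PC2 scores (permutation p = 3e-05), and sex for 15.6% (p = 0.063). Leaving out the 783 genes on the X and Y chromosomes moved these shares the most of the alternatives: sex then accounted for 58.5% of PC1 (permutation p = 4e-05), which held 34.37% of the variance, and age group for 54.1% of PC2. Without these genes age group also accounted for 32.6% of PC1 (permutation p = 0.0214), and sex accounted for part of PC2 (permutation p = 0.011), so these components parted sex from age less well. With each mouse left out in turn, the share of PC1 accounted for by sex stayed between 69.1% and 85.3%, and that of PC2 accounted for by age group between 54.2% and 78.9%.

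**Figure D1:**
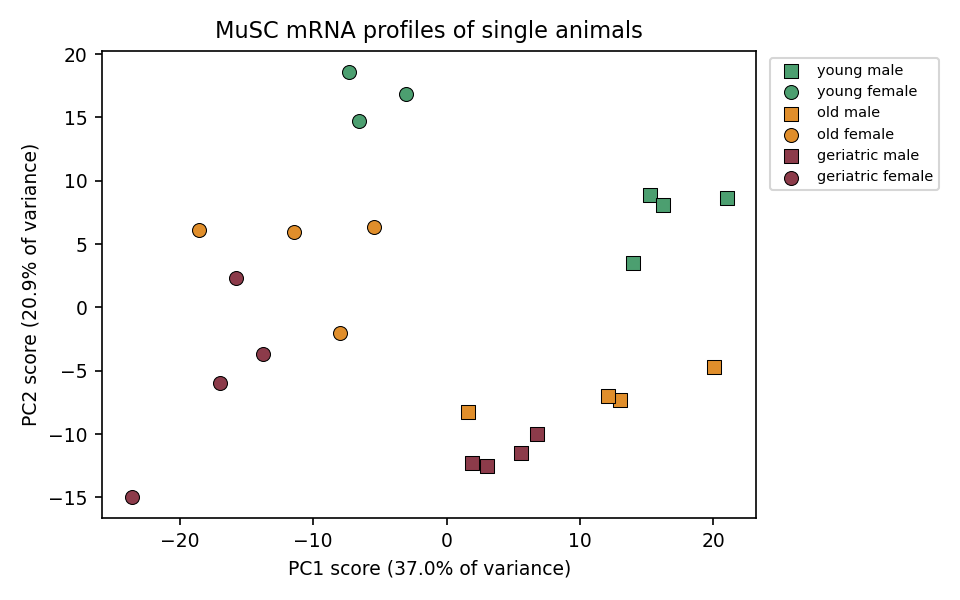
PC1 and PC2 scores of the 23 RNA-seq libraries, from the 500 genes with the highest variance. Each point is a mouse, with color for age and shape for sex. PC1, with 36.96% of the variance, separates males from females, and the age groups are spread along PC2, with 20.88%.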

Principal Component Analysis (PCA) revealed that the primary sources of variation in the transcriptomic data were sex (PC1) and age (PC2) (Figure 2A). 

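Among the 20 genes with the largest loadings on PC1, 4 lie on the Y chromosome, 0 on the X chromosome and 16 on autosomes. The Y-linked Ddx3y and Eif2s3y ranked 1 and 2 by loading, Uty 4 and Kdm5d 7. The autosomal keratin gene Krt14 ranked 3, with the opposite sign, and other keratin genes were also among the 20. Epithelial cells in the sorted FISCs of females are a candidate source of these keratin mRNAs. In young mice (4 males, 3 females), the Y-linked Ddx3y (GRCm38, chromosome Y, 1260771 to 1286629) had 620 ± 170 CPM (SD) in males and 0.037 ± 0.033 CPM in females. Kdm5d (chromosome Y, 897788 to 956786) had 15.1 ± 2.1 CPM in young males, and Uty (chromosome Y, 1096861 to 1245759) had 29.8 ± 5.1 CPM. Neither Kdm5d nor Uty had a count in any young female, so no fold change is given for them. The X-linked Kdm6a (chromosome X, 18162575 to 18279936) was lower in young males (41.7 ± 4.0 CPM) than in young females (80.6 ± 2.1 CPM), with a log2FC of -0.91 (standard error 0.14, adjusted p = 5.7e-04 from edgeR). The log2FC of the X-linked Ddx3x (chromosome X, 13280970 to 13294052) was -0.53 (standard error 0.16, adjusted p = 0.044 from edgeR), and with each mouse left out in turn it lay between -0.63 and -0.43, with an adjusted p over 0.05 in 9 of 23 fits. Ddx3x and Ddx3y, and Kdm6a and Uty, are X and Y copies of the same ancestral genes. Young females had 0.037 CPM of Ddx3y and no count of Uty. For these pairs, this argues against reads of the X copies having been counted on the Y copies. Whether reads of the Y copies were counted on the X copies in males cannot be read from these values. Across all genes, 501 mRNAs were higher and 370 lower in young males than in young females, of 13967 tested. The total of 871 fell to 132 without young female 3 and rose to 1418 without old male 4. In the old group 395 mRNAs were higher and 307 lower in males, and in the geriatric group 733 were higher and 778 lower.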

The variation between sexes was driven by mRNAs transcribed from genes located on the sex chromosomes, such as *Ddx3x*, *Kdm6a*, *Kdm5d*, *Uty*, *Ddx3y*, etc. (Figure S2B); however, this set was not the focus of the present study. 

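Cell cycle mRNAs were compared between the sexes with the Reactome set Cell Cycle, for which 482 of 505 genes were found among the deposited gene symbols and 449 were tested. The set was tested with camera of limma, which asks whether the genes of a set rank higher or lower than the other genes, at a preset correlation of 0.01 between genes. P-values were adjusted over the 3 ages. In old mice the mean log2FC of the set was -0.098 in males against females, with 33.2% of its genes higher in males (camera, adjusted p = 9.7e-05). In geriatric mice the mean log2FC was -0.112, with 37.6% higher in males (camera, adjusted p = 0.0084). Both differences held under limma's rotation test fry, with adjusted p-values of 0.0088 and 0.031. With the correlation between genes estimated from the data, the adjusted p from camera was 0.043 in old and 0.133 in geriatric mice.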

Of greater interest, and in concordance with the proliferation defect in male MuSCs (Figure 1G), we observed relatively lower expression of mRNAs encoding cell cycle‐related proteins in males (Figure 2B). 

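In young mice the mean log2FC of the Cell Cycle set was -0.162 in males against females, with 30.1% of the 449 genes higher in males (camera, adjusted p = 6.8e-07). The adjusted p was 0.0023 under limma's fry and 0.019 with an estimated correlation. The set test used a linear model of log2 CPM. In edgeR's fit of single genes, 312 were lower and 137 higher in young males, and 21 were called lower and 5 higher (17 and 5 when adjusted over the list alone). For 94 S-phase and G2/M-phase genes the mean was -0.425, with -0.247 over the 40 S-phase and -0.556 over the 54 G2/M-phase genes. With each young mouse left out in turn the mean of the Cell Cycle set lay between -0.242, without young female 3, and -0.099, without young female 1. The cell cycle score of each mouse was the mean of the standardized log2 CPM over the set. It was -0.184 ± 0.125 (SD, n = 4) in young males and 0.337 ± 0.237 (SD, n = 3) in young females (exact permutation test, p = 0.0286, the smallest that these group sizes allow). It was -0.261 ± 0.182 (SD, n = 4) in old males and 0.111 ± 0.165 (SD, n = 4) in old females (exact permutation test, p = 0.0571), and -0.087 ± 0.090 (SD, n = 4) in geriatric males and 0.168 ± 0.184 (SD, n = 4) in geriatric females (exact permutation test, p = 0.0571). In young mice the scores of the S-phase and G2/M-phase lists did not part the sexes (males minus females -0.568, exact permutation test, p = 0.171, and -0.818, exact permutation test, p = 0.286). The highest G2/M-phase score in young females was 2.10 and the lowest 0.039.

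**Figure D2:**
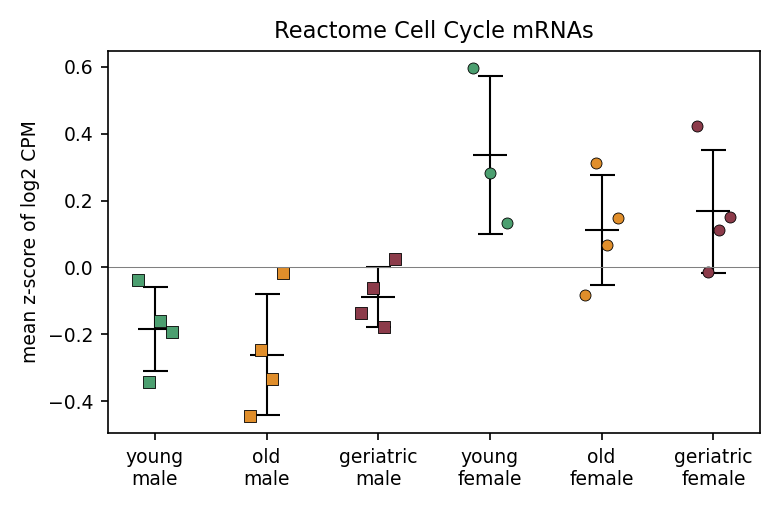
Cell cycle score of each mouse, the mean standardized log2 CPM of the genes of the Reactome Cell Cycle set, by age and sex. Points are mice and bars are means ± SD. Mean scores of males lie under those of females at each age, from -0.184 against 0.337 in young mice to -0.087 against 0.168 in geriatric mice.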

Notably, this difference was evident even in young mice. We next used DESeq2 (Love et al. 2014) to identify differentially abundant mRNAs (DARs) across age groups. 

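With edgeR, 267 mRNAs were higher and 124 lower in old than in young FISCs, of 13052 genes tested. In geriatric against young FISCs, 548 were higher and 774 lower, of 13073 tested. No mRNA was called in geriatric against old FISCs, of 13037 tested, where 748 were higher and 1060 lower at an unadjusted p under 0.05. With DESeq2 in place of edgeR, 475 were higher and 319 lower in old against young, 133 and 150 in geriatric against old, and 1011 and 1002 in geriatric against young. A sex term in edgeR gave 528 and 266, 33 and 83, and 791 and 1082. An adjusted p under 0.01 gave 85 and 20 in old against young, 0 and 0 in geriatric against old, and 203 and 339 in geriatric against young. The counts also depended on single mice. In old against young, 136 mRNAs were higher without young female 1 and 52 were lower without young male 2. In geriatric against old, 14 were higher and 56 lower without old male 4. In the comparison of geriatric with young, 465 were lower without young male 2, and the number higher stayed between 441 and 667 with each mouse left out in turn.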

A 2‐way comparison across ages revealed approximately equal numbers of mRNAs that increased or decreased with age (Figure S2C, Table S2). When visualizing all DARs in a 3‐way comparison, the majority either increased (Figure 2C cluster 1, Table S2) or decreased (Figure 2C cluster 8, Table S2) monotonically (*n* ~ 1000 in each category), with the geriatric group showing the most pronounced changes.

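Over the 3 pairs of ages, 1458 mRNAs were DARs with edgeR. Of these, 462 had group means that rose from young to old to geriatric, and 721 had means that fell at each step, together 81.1%. DESeq2 gave 817 rising and 902 falling among 2398 DARs, and one test across the 3 ages gave 392 rising and 489 falling among 1221. Without young male 2, 443 fell at each step. Of the genes that the paper's Table S2 places in cluster 1, 1022 were found among the deposited gene symbols. Their mean log2 CPM rose at each step for 943. Of the 852 tested, 435 were called higher in geriatric than in young FISCs, with a median log2FC of 0.62. Of the 910 genes found from cluster 8, means fell at each step for 902, and 602 of 863 tested were called lower, with a median log2FC of -0.70. The paper formed these clusters on the same mice. The largest increases in geriatric against young FISCs, among the 218 DARs with a mean log2 CPM over 1 and no overlap between the mice of the 2 groups, were in Ucn2, Spock1 and Pcdh20. Ucn2 rose from 1.56 ± 0.34 CPM (SD, n = 7) to 29.6 ± 26.1 CPM (SD, n = 8), a log2FC of 4.24 (standard error 0.53, adjusted p = 1.4e-04 from edgeR). Spock1 rose from 1.10 ± 0.69 to 11.1 ± 4.3 CPM (log2FC 3.41, adjusted p = 9.1e-05), and Pcdh20 from 1.57 ± 0.88 to 12.6 ± 10.4 CPM (log2FC 3.06, adjusted p = 8.6e-04). Among the same 218 DARs, the largest decreases were in Matn3, with a log2FC of -3.20 (adjusted p = 9.0e-04), Reg3g, with -3.16 (adjusted p = 1.7e-04), and Col1a1, with -3.12.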

**FIGURE 2:**
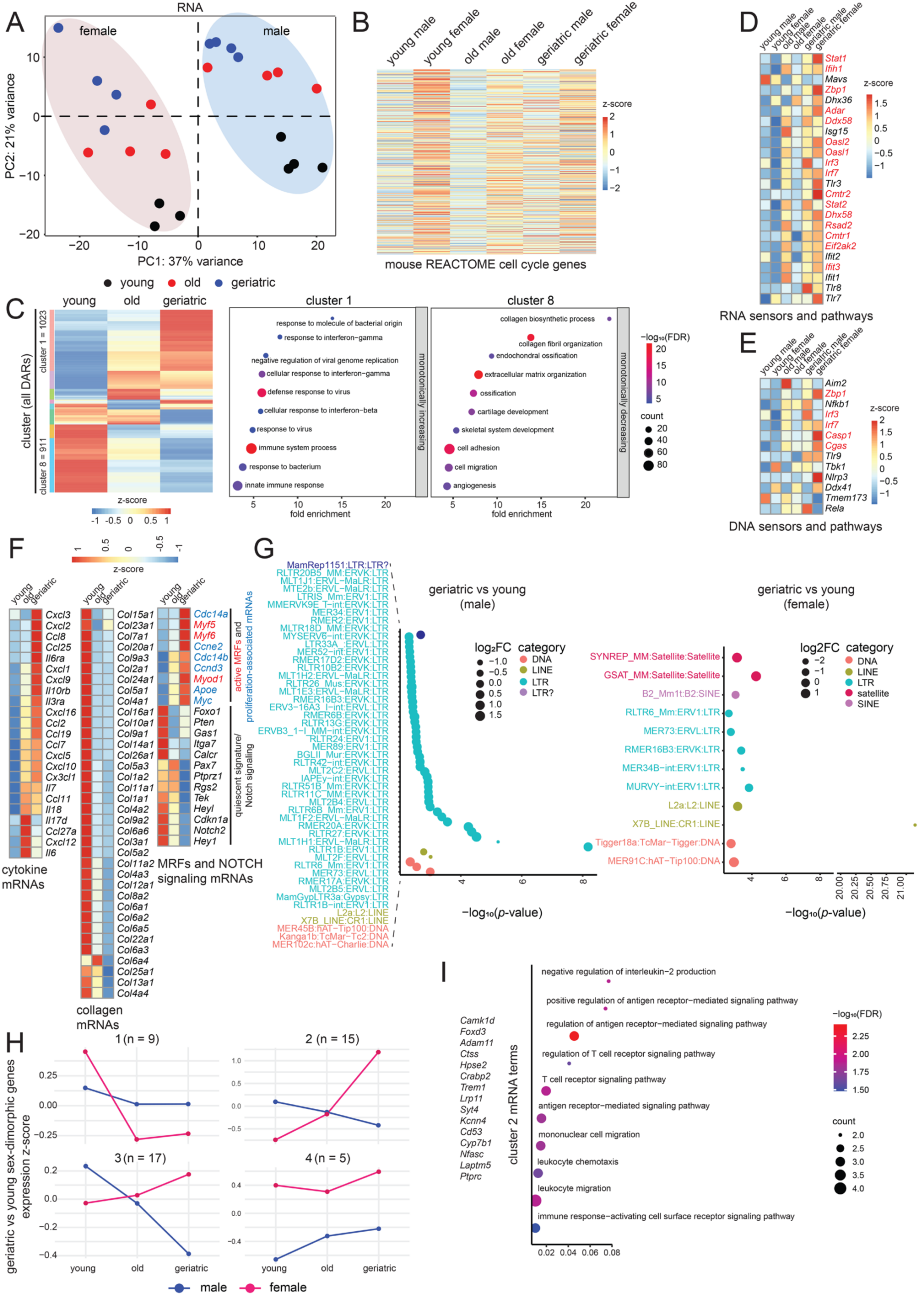
Bulk transcriptomic profiles highlight aggravated aging in geriatric FISCs. (A) PCA plot of RNA‐seq data from young, old, and geriatric FISCs, *n* = 7–8 mice per age group. (B) Heatmap of mouse REACTOME cell cycle‐related mRNAs across age and sex. (C) Clustered heatmap of count mean values in young, old, and geriatric FISCs for all DARs (FDR < 0.05). Clusters are identified by color on the left. Bubble plots of biological process GO terms for age‐related mRNAs showing a monotonic increase (cluster 1) and monotonic decrease (cluster 8). Bubble size represents the number of mRNAs in each term, while bubble color indicates the enrichment significance. (D) Heatmap of select RNA sensors and RNA sensing pathway mRNAs. (E) Heatmap of select DNA sensors and DNA sensing pathway mRNAs. (F) Expression heatmaps of cytokine mRNAs (left), collagen mRNAs (middle), myogenic regulatory factors (MRFs, right, red), proliferation‐associated mRNAs (right, blue), and quiescent signature/Notch signaling mRNAs (right, black). For (C–F), the row *z*‐score color scale is shown. (G) Bubble plot of TE category significantly changed in geriatric compared to young in male (left) and female (right). Color indicates the category, and size indicates the log_2_FC of the specific TEs. (H) Line plots showing average *z*‐scored expression patterns for sex‐dimorphic mRNAs across age. (I) Bubble plots of the top enriched biological process GO terms for cluster 2 in (H). The mRNAs in cluster 2 are indicated on the left. For panels (A–I), both males and females were considered.

A Gene Ontology (GO) analysis (Huang da et al. 2009) of the DARs revealed enrichment in inflammation‐related pathways in cluster 1 and collagen and extracellular matrix (ECM) related pathways in cluster 8 (Figure 2C bubble plots). These same pathways were captured independently in a Gene Set Enrichment Analysis (GSEA; Mootha et al. 2003, Figure S2D–F). 

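Pathways were tested with camera on 18 Reactome sets chosen for the paper's pathways, in 3 pairs of ages, with adjustment over the 54 tests. In geriatric against young FISCs, Interferon gamma signaling had the smallest p-value of the sets that increased, with a mean log2FC of 0.60 over 62 genes, 88.7% of them higher (camera, adjusted p = 1.3e-10). The mean log2FC of Chemokine receptors bind chemokines was 0.61 over 23 genes, 91.3% of them higher (camera, adjusted p = 2.1e-05). Collagen formation fell by 0.77 on the log2 scale over 65 genes, with 20.0% higher (camera, adjusted p = 8.8e-13). Collagen degradation fell by 0.86 (camera, adjusted p = 1.3e-10). These 4 sets held under fry, with adjusted p-values of 0.022, 0.038, 8.5e-04 and 8.6e-04.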

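Camera called 23 of the 54 tests, which cover the sets in all 3 pairs of ages, and fry called 16. With the correlation between genes estimated from the data, none was called: the smallest adjusted p was 0.289. This alternative moved the count the most. With each mouse left out in turn, camera called between 18 and 26. In old against young FISCs, the mean log2FC of Interferon gamma signaling was 0.37 (camera, adjusted p = 6.0e-08) and that of Collagen formation -0.56 (camera, adjusted p = 1.9e-12). In geriatric against old FISCs, the mean log2FC of Interferon gamma signaling was 0.23 (camera, adjusted p = 3.8e-04), and Collagen formation was lower with an adjusted p of 0.0092 from camera. Under fry neither was called in geriatric against old FISCs, with adjusted p-values of 0.351 and 0.281.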

Given the strong prevalence of mRNAs encoding proteins involved in the antiviral response and type I and II interferon pathways, we interrogated known mRNAs in these pathways in greater detail. We found increased expression with age of predominantly RNA sensors (Figure 2D) and, to a lesser extent, DNA sensors (Figure 2E), along with corresponding downstream signaling. These sensors are a class of pattern recognition receptors (PRRs) that bind nucleic acids (normally from foreign pathogens) as ligands and trigger innate immune signaling (Li and Wu 2021). 

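The sensor mRNAs were taken from the lists of Figure 2D,E. Of 13 RNA sensor mRNAs tested in geriatric against young FISCs, 12 were higher and 8 were called (9 when adjusted over the list alone), with a median log2FC of 0.89. Already 5 of 14 were called in old against young FISCs (9 over the list alone). Of 12 DNA sensor mRNAs, 8 were higher in geriatric FISCs, 2 were called higher and 1 lower (3 and 1 over the list alone), with a median log2FC of 0.03. The old against young comparison called 2 of 12 (3 over the list alone). The lists were drawn from the paper's figures of the same mice, so these counts over the list alone are not independent evidence. Among RNA sensors, Oasl2 (GRCm38, chromosome 5, 114896936 to 114912234) rose from 21.8 ± 4.4 CPM (SD, n = 7) in young to 82.1 ± 45.0 CPM (SD, n = 8) in geriatric FISCs, a log2FC of 1.92 (standard error 0.27, adjusted p = 2.9e-04 from edgeR). The log2FC of Ddx60 was 1.64 (adjusted p = 0.0018) and that of Adar 0.83 (adjusted p = 8.2e-04). Zbp1 (chromosome 2, 173206612 to 173218923), which is in both lists, had a log2FC of 2.35 (standard error 0.46, adjusted p = 0.0039), and between 1.69 and 2.50 with each mouse left out in turn. Among DNA sensors, Cgas (chromosome 9, 78430526 to 78443237) rose from 12.5 ± 3.4 to 20.9 ± 5.0 CPM (log2FC 0.76, standard error 0.18, adjusted p = 0.013). Tmem173 (chromosome 18, 35733679 to 35740554), which encodes STING, fell from 62.1 ± 17.6 to 43.4 ± 5.9 CPM (log2FC -0.50, standard error 0.15, adjusted p = 0.042), with an adjusted p over 0.05 in 12 of the 15 fits that each left out one mouse.

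**Figure D3:**
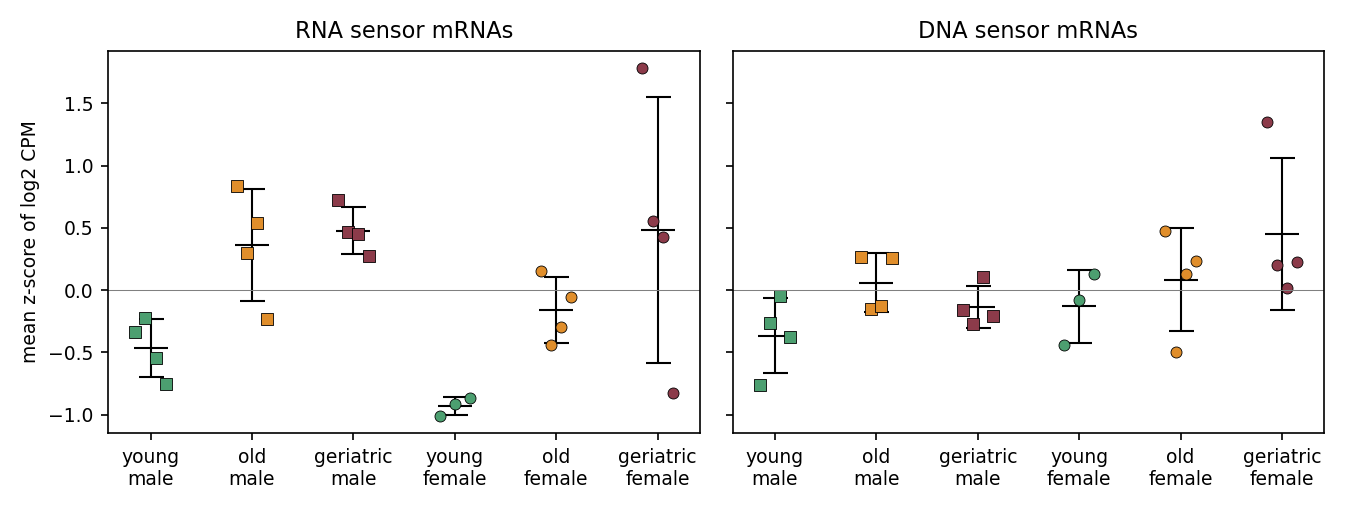
Scores of RNA sensor (left) and DNA sensor (right) mRNAs in each mouse, the mean standardized log2 CPM over each list, by age and sex. Points are mice and bars are means ± SD. RNA sensor scores lie higher in the older groups of both sexes, and geriatric females are spread the most (SD 1.07 for RNA sensors and 0.61 for DNA sensors).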

Hyperactivation of PRRs is increasingly being recognized as a feature of inflammaging (Walker et al. 2022). 

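All 19 RNA sensor mRNAs and all 15 DNA sensor mRNAs of Figure 2D,E were found among the deposited gene symbols. The mean log2 CPM rose from young to old to geriatric FISCs for 15 of the RNA sensors. Of those, 8 were DARs in at least 1 pair of ages. The mean log2 CPM rose at each step for 5 of the DNA sensors, of which 2 were DARs. By the paper's Table S2, cluster 1 holds 10 of the RNA sensors and 3 of the DNA sensors. Of the 14 interferon response factors found among the gene symbols, means rose at each step for 11, of which 9 were DARs, and Table S2 places 10 in cluster 1. Table S2 places none of these mRNAs in cluster 8.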

The mRNAs colored in red in Figure 2D,E were also found in cluster 1 (Figure 2C). Consistent with the proliferation defect in male MuSCs (Figure 1G), we found early expression of the RNA and DNA sensors in the old male (but not old female) group (Figure 2D,E).

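In old against young males, 1 of 15 RNA sensor mRNAs was called (6 when adjusted over the list alone, 9 at an unadjusted p under 0.05), and in old against young females 0 of 15 (3 over the list alone, 4 at an unadjusted p under 0.05). Of 13 DNA sensor mRNAs, 0 were called in old males (1 over the list alone, 4 unadjusted) and 0 in old females (0 over the list alone, 1 unadjusted). The called mRNA was Oasl2. Its log2FC was 1.45 in old males (standard error 0.33, adjusted p = 0.040 from edgeR) and 1.44 in old females (standard error 0.37, adjusted p = 0.073). In males the adjusted p was over 0.05 in 13 of the 23 fits that each left out one mouse, and in females it was under 0.05 without geriatric female 1 or geriatric female 4. DESeq2 gave an adjusted p of 0.0069 in females. With the replicate number as a block in edgeR it was 0.027, and with only the 2 groups compared in the fit it was 0.025. The RNA sensor score rose from -0.47 ± 0.24 (SD, n = 4) to 0.36 ± 0.45 (SD, n = 4) in males (exact permutation test, p = 0.0571) and from -0.93 ± 0.07 (SD, n = 3) to -0.16 ± 0.26 (SD, n = 4) in females (exact permutation test, p = 0.0286, the smallest that these group sizes allow). The difference between the sexes in this change, females minus males, was -0.056 (permutation test, p = 0.886). The DNA sensor score rose by 0.425 in males (exact permutation test, p = 0.0857) and by 0.217 in females (exact permutation test, p = 0.429), a difference of -0.209 (permutation test, p = 0.531). The score tests within each sex had Benjamini-Hochberg adjusted p-values of at least 0.125. With each mouse left out in turn, the rise of the RNA sensor score stayed between 0.657 and 1.008 in males and between 0.653 and 0.863 in females, and that of the DNA sensor score between 0.294 and 0.519 in males and between 0.070 and 0.415 in females.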

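The cytokine mRNAs Il6, Cxcl1, Cxcl2 and Cxcl10, were each higher in old and in geriatric than in young FISCs. In each of these comparisons 1 of the 4 was called (2 in old and 3 in geriatric FISCs when adjusted over the list alone). In geriatric FISCs the called mRNA was Cxcl10, which rose from 93.5 ± 44.9 CPM (SD, n = 7) to 325 ± 298 CPM (SD, n = 8), a log2FC of 1.81 (standard error 0.43, adjusted p = 0.012 from edgeR), and between 1.32 and 2.09 with each mouse left out in turn. Within females, 3 of the 4 were called in geriatric against young FISCs. Within males none was called (1 over the list alone, 2 at an unadjusted p under 0.05). These counts within a sex rest on an estimate of spread shared by all 6 groups of the fit, so they do not compare the sexes. The difference between the sexes was called for none of the 4 and reached an unadjusted p under 0.05 for 0.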

We present heatmaps of normalized RNA mean counts (Figure 2F), example genome browser snapshots (Figure S3A,B), and normalized RNA counts from individual animals (Figure S3C,D) for several other mRNA groups. 

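Of the 44 collagen genes among the deposited symbols, 36 had a lower mean log2 CPM in both old and geriatric than in young FISCs. In geriatric FISCs alone 37 were lower, and means fell at each step for 26. The count of 36 was the same with means of CPM and with log2 counts scaled by DESeq2's size factors. It lay between 35 and 38 with each mouse left out in turn. Of 41 collagen mRNAs tested in geriatric against young FISCs, 24 were called lower and 2 higher (27 and 3 when adjusted over the list alone), with a median log2FC of -0.95. The comparison of old with young FISCs called 13 of 42 lower and 2 higher (25 and 2 over the list alone), with a median log2FC of -0.79. Col1a1 (GRCm38, chromosome 11, 94936224 to 94953042) fell from 2953 ± 1490 CPM (SD, n = 7) in young to 333.9 ± 99.2 CPM (SD, n = 8) in geriatric FISCs (log2FC standard error 0.30, adjusted p = 3.2e-05 from edgeR). Its log2FC stayed between -3.25 and -2.93 with each mouse left out in turn. Col3a1 (chromosome 1, 45311538 to 45349706) fell from 1426 ± 613 to 380 ± 108 CPM (log2FC -1.89, standard error 0.26, adjusted p = 2.6e-04). The 2 called higher were Col4a5 (log2FC 0.90, adjusted p = 0.010) and Col4a6 (log2FC 1.94, adjusted p = 0.0038). mRNAs that mark fibro-adipogenic progenitors and tenocytes, which express collagens at high levels, fell as well: the median log2FC was -1.21 over 11 progenitor markers and -1.70 over 8 tenocyte markers, without collagens in either list.

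**Figure D4:**
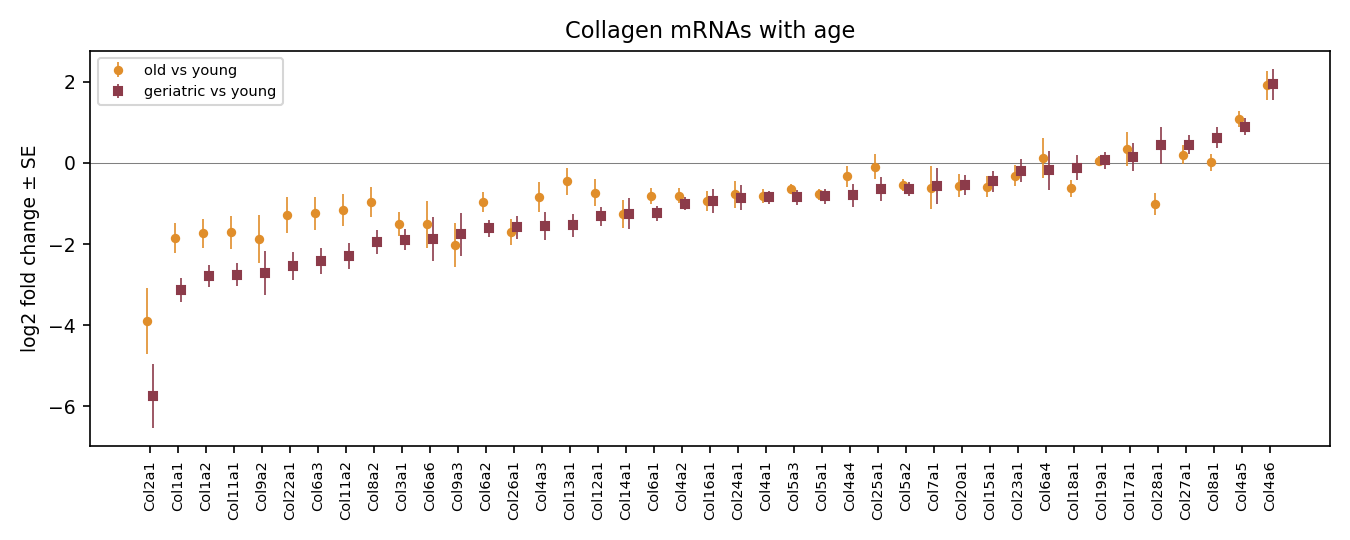
Log2FC of the 41 collagen mRNAs tested in geriatric against young FISCs, beside their log2FC in old against young FISCs, from edgeR. Bars are standard errors, and genes are ordered by geriatric against young. In geriatric FISCs 34 of the 41 lie under 0.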

Notably, 36 of the 44 collagen mRNAs in the mouse genome decreased with age (Figure 2F). Additionally, we noted that mRNAs encoding active myogenic regulatory factors (MRFs) and some proliferation‐associated factors were increased, while those related to Notch signaling and quiescent signatures were decreased suggesting a general activated state for aged FISCs that is in line with previous reports (Figure 2F) (Dong et al. 2022). 

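Myf5, Myf6, Myod1 and Myog were taken as MRFs. Of these 4 mRNAs, 3 were higher in geriatric than in young FISCs and 0 were called, also when adjusted over the list alone (1 higher at an unadjusted p under 0.05). The log2FC of Myod1 was 0.26 (standard error 0.21, adjusted p = 0.50 from edgeR). Myog went from 35.1 ± 48.4 CPM (SD, n = 7) to 19.3 ± 7.3 CPM (SD, n = 8), a log2FC of -0.85 (standard error 0.59, adjusted p = 0.41), and its log2FC was 0.19 without young female 1. For proliferation, published lists of S-phase and G2/M-phase markers were used, which need not hold the mRNAs of Figure 2F. Of the S-phase markers, 20 of 38 were higher in geriatric FISCs and 2 were called lower. Of 49 G2/M-phase mRNAs, 9 were higher and 1 was called lower. Of 12 quiescence and Notch mRNAs, 10 were lower in geriatric than in young FISCs and 2 were called lower, Notch2 and Calcr (also 2 over the list alone). At the old age 6 of 12 were lower than in young FISCs and 0 were called (1 lower at an unadjusted p under 0.05). The median log2FC was -0.21 in geriatric and 0.01 in old FISCs. Spry1 (GRCm38, chromosome 3, 37639947 to 37644598) had 785 ± 137 CPM in young and 800 ± 80 CPM in geriatric FISCs (log2FC 0.04, standard error 0.12, adjusted p = 0.86).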

We validated these transcriptomic findings at the protein level using a multiplexed LASER bead assay from conditioned media of MuSC cultures (Figure S2G), and by quantitative immunofluorescence (IF) of collagens (Figure S2H).

We further interrogated the expression of transposable elements (TEs), which are known to increase in abundance with age and trigger an inflammatory response via the cGAS‐STING, interferon, and NFκB pathways (Chen et al. 2016; Di Giorgio and Xodo 2022). Notably, the interferon pathway was strongly enriched in aged FISCs in GSEA (Figure S2D–F). 

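The mean log2FC of Interferon Signaling in geriatric against young FISCs was 0.48 over 90 genes, 76.7% of them higher (camera of limma, adjusted p = 3.1e-08). For old against young FISCs it was 0.32 (camera, adjusted p = 8.5e-07), and in geriatric against old FISCs the set was higher with an adjusted p of 0.015. Under fry the adjusted p-values were 0.022, 0.038 and 0.451, so the last was not called. Of its genes, 28 were called higher and 1 lower in geriatric against young FISCs (34 and 4 when adjusted over the list alone), and 10 higher and 0 lower in old against young FISCs (22 and 1 over the list alone, 35 and 4 at an unadjusted p under 0.05).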

We implemented multi‐mapping and an expectation–maximization algorithm via TEtranscripts (Jin et al. 2015) which probabilistically distributes reads across repeat elements. 

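TEtranscripts counts reads on genes and on subfamilies of repeats, and shares a read that aligns to several copies among them, so a value for a TE is the sum over all of its copies in the genome. For these counts the authors aligned the reads with STAR, allowing up to 100 places per read. The deposited values are whole-number counts without normalization for 55298 Ensembl genes and 1146 TEs, of which 680 belong to the LTR class that holds the ERVs. The 23 libraries held between 10713945 and 39529732 of these counts, with a median of 24091380. The paper's text does not state whether duplicates were removed from this alignment. Genes and TEs of the geriatric and young mice of one sex were fitted together with edgeR, and p-values were adjusted over genes and TEs: 18045 features in males and 18961 in females.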

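In geriatric against young males (4 against 4), 7 of the 948 TEs tested were higher and 1 was lower, with 258 higher and 5 lower at an unadjusted p under 0.05. In geriatric against young females (4 against 3), 0 of 982 TEs were higher and 1 was lower, with 62 higher and 12 lower at an unadjusted p under 0.05. With no filter on low counts, 138 TEs were higher in males and 11 in females. With DESeq2, 47 TEs were higher in males and 9 in females. Single mice moved the male count as well: 1 TE was higher without young male 2 and 220 without young male 4. In females, 1 TE was higher without geriatric female 1. A direct test of the difference between the sexes, in a fit of all 6 groups, called 0 of 1008 TEs (at an unadjusted p under 0.05, 7 rose more in females and 21 more in males).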

Our results showed that 47 TEs in geriatric male FISCs and only 9 TEs in geriatric female FISCs were elevated compared to young (Figure 2G). 

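The 5 TEs with the smallest p-values among those that rose in geriatric males belong to the LTR class. RLTR1B-int, of the ERV1 family, had a log2FC of 0.79 (standard error 0.12, adjusted p = 0.0031 from edgeR) and was called in all 8 fits that each left out one male. MLT2B5 (ERVL, log2FC 1.35, adjusted p = 0.022), RMER17A (ERVK, log2FC 1.07, adjusted p = 0.027), MER73 (ERVL, log2FC 1.15, adjusted p = 0.033) and RLTR6B_Mm (ERV1, log2FC 0.49, adjusted p = 0.046) each lost the call in at least 4 of the 8 fits. Other classes rose in geriatric males too. In the fit of all 6 groups the median log2FC over LTR elements was 0.44, with 93.3% of 599 higher, against 0.40 over LINE, 0.35 over DNA and 0.31 over SINE elements. Smaller classes had medians of 0.74 (Satellite, 8 elements), 0.57 (the class labelled DNA?, 6 elements) and 0.36 (Unknown, 20 elements), so LTR was not the highest. In geriatric females the medians were 0.20 over LTR, 0.09 over LINE, 0.19 over DNA and 0.04 over SINE elements. Those of the smaller classes were 0.66 (Satellite), 0.47 (DNA?) and 0.06 (Unknown). LTR elements took 1.98% ± 0.30 of all counts in young males and 2.66% ± 0.28 in geriatric males (SD, n = 4 each, exact permutation test, p = 0.0286, the smallest that these group sizes allow). In females they took 2.54% ± 0.36 (SD, n = 3) in young and 3.42% ± 0.53 (SD, n = 4) in geriatric mice (exact permutation test, p = 0.0857). The rise was 0.678 percentage points in males and 0.877 in females, a difference of 0.199 (permutation test, p = 0.707). The share of LTR elements among repeat counts alone was 27.6% in young and 29.4% in geriatric males (exact permutation test, p = 0.343). In females it was 32.4% and 38.1% (exact permutation test, p = 0.0286).

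**Figure D5:**
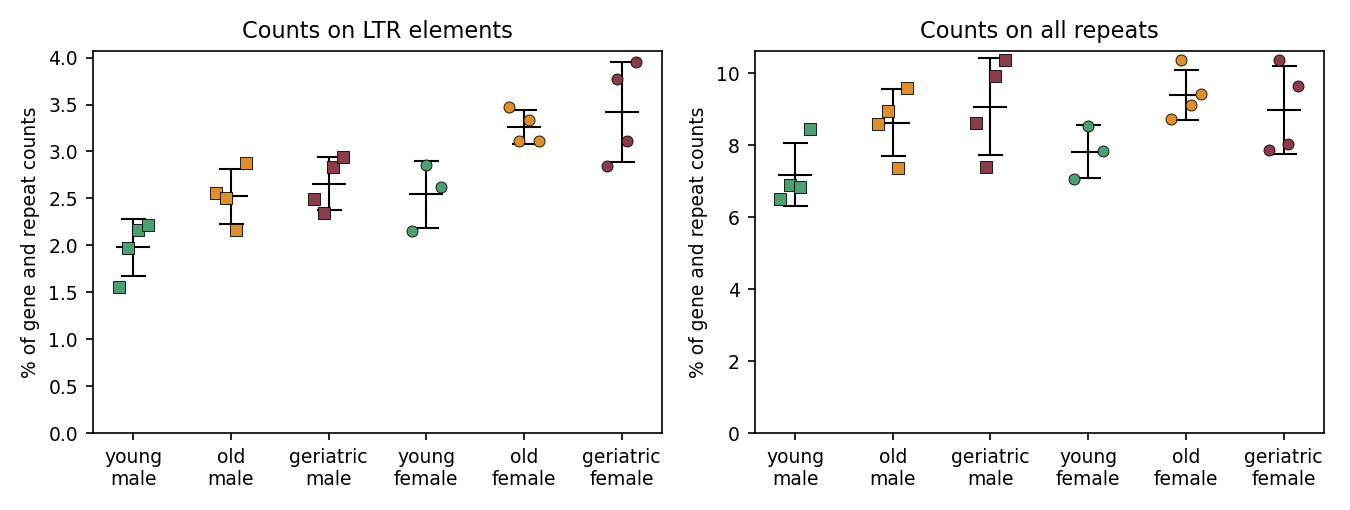
Share of all counts on LTR elements (left) and on all repeats (right) in each mouse, in percent, by age and sex. Points are mice and bars are means ± SD. The mean LTR share rises from 1.98% in young to 2.66% in geriatric males and from 2.54% to 3.42% in females.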

The TE categories in males were primarily of the endogenous retrovirus (ERV) class, which, although cannot autonomously transpose, can still provoke an inflammatory response via RNA and DNA sensing mechanisms (Chen et al. 2016; Di Giorgio and Xodo 2022).

To detect mRNAs with sexually dimorphic changes with age, we fit a DESeq2 model with an age‐by‐sex design (~age*sex). 

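The difference between females and males in the age change was tested as a contrast of 4 groups in the edgeR fit of all 23 mice. Of 13967 genes, it was called for 1 in old against young, 0 in geriatric against young and 0 in geriatric against old mice. At an unadjusted p under 0.05 the counts were 393, 1450 and 1406. DESeq2 moved them the most of the alternatives, to 4, 40 and 6. The gene called was Sox11, which fell from 87.6 ± 31.7 CPM (SD, n = 3) to 4.03 ± 1.41 CPM (SD, n = 4) in old against young females, and from 179.9 ± 68.4 to 73.1 ± 7.8 CPM (SD, n = 4 each) in males. The difference in its log2FC, females minus males, was -3.09 (standard error 0.49, adjusted p = 0.039), and the adjusted p was over 0.05 in 16 of the 23 fits that each left out one mouse. Without old male 4, 1 mRNA was called in geriatric against young mice.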

We obtained the greatest number of age‐related sex‐dimorphic mRNAs in the geriatric vs. young comparison (Figure S2I). 

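All 46 mRNAs that Table S2 lists as sex-dimorphic were tested with edgeR in geriatric against young mice. The contrast between the sexes had an unadjusted p under 0.05 for 44 of them and an adjusted p under 0.05 for 0, with a smallest adjusted p of 0.218. DESeq2 with the same contrast called 40 of them, and over the 3 pairs of ages it called 46 mRNAs, all of them in the list. The paper chose the list on these mice, so these counts are not independent evidence. In geriatric against young mice, 25 of the 46 rose in females and fell in males, and 12 fell in females and rose in males. By Table S2 the 4 groups hold 9, 15, 17 and 5 mRNAs.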

We clustered the 46 resulting differentially expressed mRNAs into four groups to identify dominant patterns (Figure 2H, Table S2) and then performed pathway enrichment analysis. Interestingly, cluster 2, which constitutes a subset of mRNAs that increases with age in females but shows the opposite trend in males (*n* = 15), was enriched for immune signaling and leukocyte trafficking pathways (Figure 2I). These results point to divergent, sex‐dependent immune and inflammatory programs during MuSC aging.

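All 15 mRNAs of cluster 2 rose more with age in females than in males in geriatric against young mice, and for 12 the log2FC was over 0 in females and under 0 in males. The median difference in log2FC, females minus males, was 2.57, and 2.12 without geriatric female 1. With edgeR the difference had an unadjusted p under 0.05 for all 15 and an adjusted p under 0.05 for none, and DESeq2 called 14. The difference was 4.27 for Ptprc (adjusted p = 0.308), which encodes CD45, and 6.14 for Ctss (adjusted p = 0.308). Young females had at most 4 counts of Ptprc and 5 of Ctss, near the lowest that the depth could measure. For Ctss it was 2.93 without geriatric female 1. For Camk1d it was 1.69 (adjusted p = 0.218). For Synm, which Table S2 places in cluster 3, it was 1.33 (adjusted p = 0.218). Ctss, Trem1, Cd53, Laptm5 and Ptprc, which are known as leukocyte mRNAs and were set apart after their values were seen, had a median difference of 4.85, against 2.29 for the other 10. Geriatric females differed among themselves. The mean log2 CPM of the 15 mRNAs was 3.02, 2.25, 1.38 and 0.94 in geriatric females 1 to 4, and between -0.39 and 0.93 in the other 19 mice. Of a list of leukocyte markers, 10 that are not in cluster 2 were tested, and their median difference between the sexes was 2.68, and 1.83 without geriatric female 1.

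**Figure D6:**
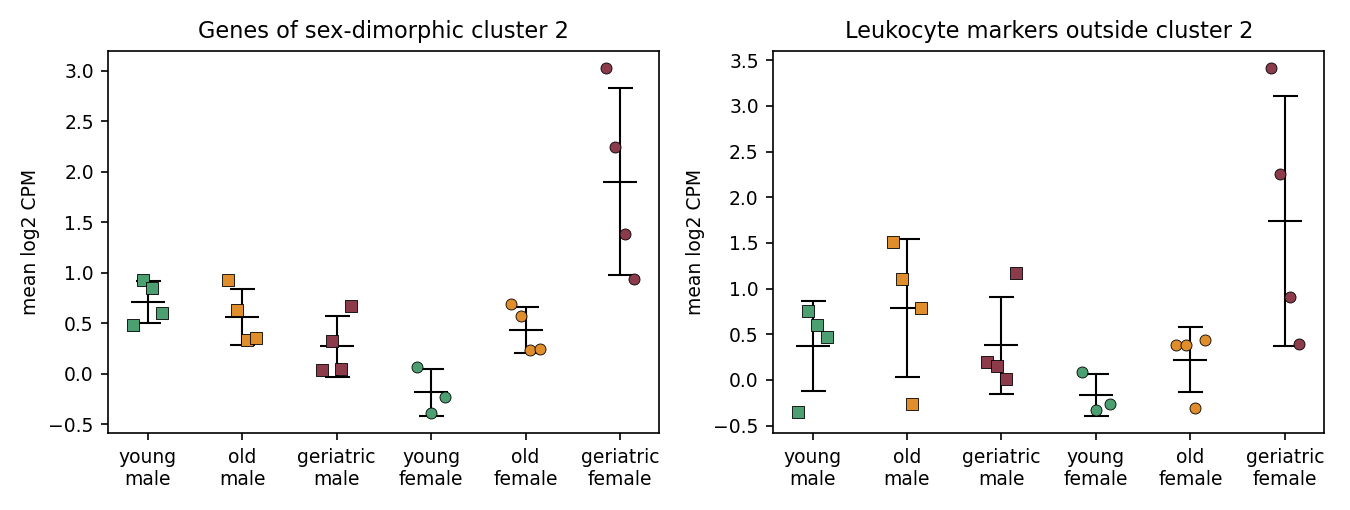
Mean log2 CPM of the 15 mRNAs of cluster 2 (left) and of leukocyte markers outside cluster 2 (right) in each mouse, by age and sex. Points are mice and bars are means ± SD. Geriatric females 1 and 2 have the highest values in both plots, at 3.02 and 2.25 for cluster 2.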

Taken together, aged FISCs exhibit a strong pro‐inflammatory mRNA signature, particularly in the geriatric group, which may be partially triggered by cell‐intrinsic ERV expression. By contrast, collagen and ECM mRNAs were strongly decreased with age.

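The relation between ERV and interferon response mRNAs was measured across the 23 mice after the mean of each group of age and sex was taken away. Pearson's r between the LTR share of counts and the score of interferon response factors was -0.50 (permutation test with 100000 resamples, p = 0.116) and Spearman's rho was -0.27 (permutation p = 0.304). Without the 2 mice farthest from the median LTR share, r was -0.034 (permutation p = 0.887). The score of interferon response factors rose by 1.15 from young to geriatric males (exact permutation test, p = 0.0286, n = 4 each) and by 1.68 from young to geriatric females (exact permutation test, p = 0.0571, n = 3 and n = 4).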

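The Reactome set Extracellular matrix organization fell by 0.50 on the log2 scale over 197 genes in geriatric against young FISCs (camera of limma, adjusted p = 1.9e-10, and fry, adjusted p = 0.0039). For old against young FISCs camera gave an adjusted p of 1.3e-08, and the set was not called by fry (adjusted p = 0.178). In geriatric against old FISCs the adjusted p was 0.015 from camera and 0.426 from fry, which did not call the set.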

### 2.3 Chromatin Accessibility Increases at Enhancer Regions in Aged FISCs

To establish a chromatin basis for transcriptomic changes during MuSC aging, we performed ATAC‐seq (Grandi et al. 2022) in FISCs from young (*n* = 8), old (*n* = 8), and geriatric (*n* = 7) mice (see Section 4, Table S1). Replicate reproducibility is shown in Figure S3E. Similar to our transcriptomics data, PCA of ATAC‐seq profiles identified age and sex as the primary sources of variation (Figure 3A), although their relative contributions were reversed. PC1 accounted for 72% of the variance and clearly separated males by age, whereas females showed weaker separation along this axis. Given that age explained substantially more variance than sex, we prioritized age effects in subsequent analyses.

**FIGURE 3:**
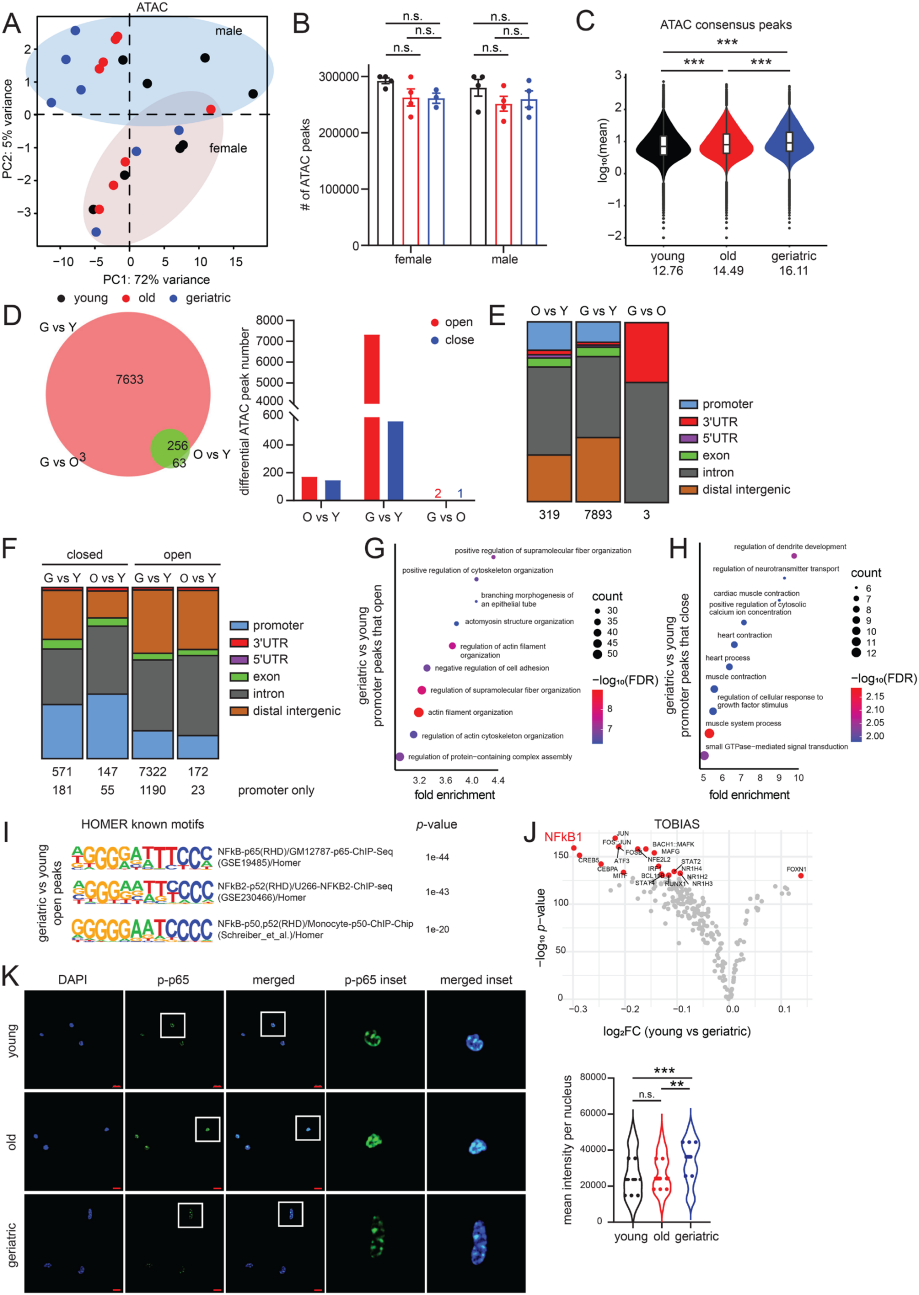
Chromatin accessibility increases at enhancer regions in aged FISCs. (A) PCA plot of ATAC‐seq data from young, old, and geriatric FISCs. (B) The total number of ATAC peaks called in young, old, and geriatric FISCs, data represented as mean ± SEM, *n* = 7–8 mice per age group. Significance was calculated using two‐way ANOVA with Sidak's multiple comparisons test and revealed no statistically significant differences. (C) Violin plot showing the distribution of mean intensity of consensus ATAC peaks in young, old, and geriatric FISCs. Median values are indicated below. ***p < 0.001 by an unpaired two‐tailed Welch's *t*‐test. (D) (Left) Venn diagram showing the overlap of differential ATAC peaks across 3 comparisons: Old vs. young (O vs. Y), geriatric vs. old (G vs. O), and geriatric vs. young (G vs. Y). (Right) Bar plot showing differential ATAC peaks split by “open” or “close” status across the same 3 comparisons. (E) ChIPseeker annotation of the differential ATAC peaks identified in (D) across the 3 comparisons. Peak numbers are indicated at the bottom. (F) ChIPseeker annotation of differential ATAC peaks split by “open” or “close” status in two comparisons (old vs. young or geriatric vs. young). Peak numbers are indicated at the bottom. (G) GO analysis of the nearest genes identified in the promoter category in (F) in the geriatric vs. young “open” group. (H) Same as (G) except for geriatric vs. young “close” group. (I) HOMER analysis showing top 3 known TF motifs associated with peaks that open in the geriatric vs. young group. (J) Volcano plot of differential TF footprinting analysis using TOBIAS in the geriatric vs. young group, NFκB is highlighted in a larger font. (K) IF images of young, old, and geriatric FISCs stained with phosphorylated NFκB p65 (p‐p65) antibody. Images are at 63× magnification. Scale bar represents 10 μm. Enlarged insets and mean signal intensity per cell is shown on the right. Significance was calculated using one‐way ANOVA with Tukey's multiple comparisons test: **p < 0.01, ***p < 0.001 from ~10 images (at 20× magnification) per mouse. For panels (A–I), both males and females were considered, for (K) only male was used.

There were no statistical differences in the total number of ATAC peaks identified in each age group (Figure 3B), although there was a progressive increase in accessibility with age (Figure 3C). A differential peak analysis using DiffBind (Stark and Brown 2011) identified 7893 peaks that were significantly different in geriatric compared to young (Figure 3D left, Table S3), with a majority of them (7322) gaining accessibility (opening) with age and only 571 losing accessibility (closing, Figure 3D right, Table S3). Most of these differential peaks were annotated to intronic and distal intergenic regions suggesting they could function as enhancers (Figure 3E). A minor subset of promoter peaks that were proximal to genes were evident when annotating the peaks that open or close with age separately (Figure 3F). We performed a pathway enrichment analysis of these promoter‐proximal genes in the geriatric vs. young comparison. Genes near peaks that opened with age were enriched for actin cytoskeleton/filament organization pathways (Figure 3G); while genes near peaks that closed with age were enriched for muscle system and contractile functions (Figure 3H), consistent with reduced myogenic potential. Despite these trends, overall, there was only a weak positive correlation between ATAC and RNA signal (Figure S3F), likely because differential ATAC peaks were primarily in intronic/distal intergenic rather than promoter regions.

We then focused our efforts on the discovery of TF motifs from the chromatin accessibility patterns. First, we performed a simple static motif enrichment analysis using HOMER (Heinz et al. 2010) on the differential ATAC peaks that open in the geriatric vs. young comparison. The top 3 TF motifs were all NFκB sites (Figure 3I). Second, we implemented TOBIAS (Bentsen et al. 2020) footprinting analysis which integrates local chromatin accessibility changes and incorporates them into TF activity predictions. TOBIAS's robust statistical approach also enables cross‐condition comparisons and identified NFκB1 (p50) as having significantly different TF activity during aging (geriatric vs. young comparison shown in Figure 3J). Since NFκB1 lacks a transactivation domain, it usually heterodimerizes with p65 (RelA) to stimulate transcription (Zhang et al. 2017). To validate TF activity findings from TOBIAS, we performed IF of phospho‐p65 (Ser 536), a marker for active NFκB signaling. We found significantly higher signal in geriatric FISCs with evidence of nuclear localization (Figure 3K, note the more central punctate signal in insets).

In sum, the ATAC‐seq profiles in aging MuSCs suggest that the chromatin landscape is substantially reshaped at enhancers that could potentiate a pro‐inflammatory transcriptome via NFκB activity. By contrast, ATAC accessibility changes at promoters imply substantial actin filament reorganization and downregulation of muscle‐related functions.

### 2.4 Combinatorial Analyses of Histone Modifications and 3D Contacts Show Enrichment of Enhancers States

Recognizing the limitations of RNA‐seq and ATAC‐seq in fully capturing epigenetic complexity, we pursued an integrative approach to incorporate additional epigenetic modalities. Since ATAC‐seq provided clues about enhancer restructuring (Figure 3E), we performed Cleavage Under Targets and Release Using Nuclease (CUT&RUN) (Skene and Henikoff 2017) for two enhancer marks, H3K4me1 and H3K27ac, in FISCs from young (*n* = 5–6), old (*n* = 7–9), and geriatric (*n* = 4–5) mice (see Section 4, Table S1). Replicate reproducibility is shown in Figure S4A,B. Similar to the ATAC data, the primary source of variation (PC1) was age (Figure 4A, Figure S4C), suggesting that chromatin‐level information tracks with the age of stem cells, irrespective of modality. By contrast, transcriptomic differences were primarily associated with sex, followed closely by age (Figure 2A). Interestingly, for both H3K27ac and H3K4me1, the young and old data clustered together, while the geriatric samples were more distinct, indicating a more robust enhancer restructuring in the later stages of life. We also identified significantly higher H3K27ac peaks in geriatric FISCs (Figure 4B), while H3K4me1 showed an upward but statistically non‐significant trend (Figure S4D). The median peak signal for both modifications increased with age (Figure 4C, Figure S4E). As expected, H3K4me1 peaks were mostly annotated to distal intergenic and intronic regions (Figure S4F). Interestingly, H3K27ac peaks annotated mainly to promoters in the young and old but to distal intergenic and intronic regions in geriatric FISCs (Figure 4D).

**FIGURE 4:**
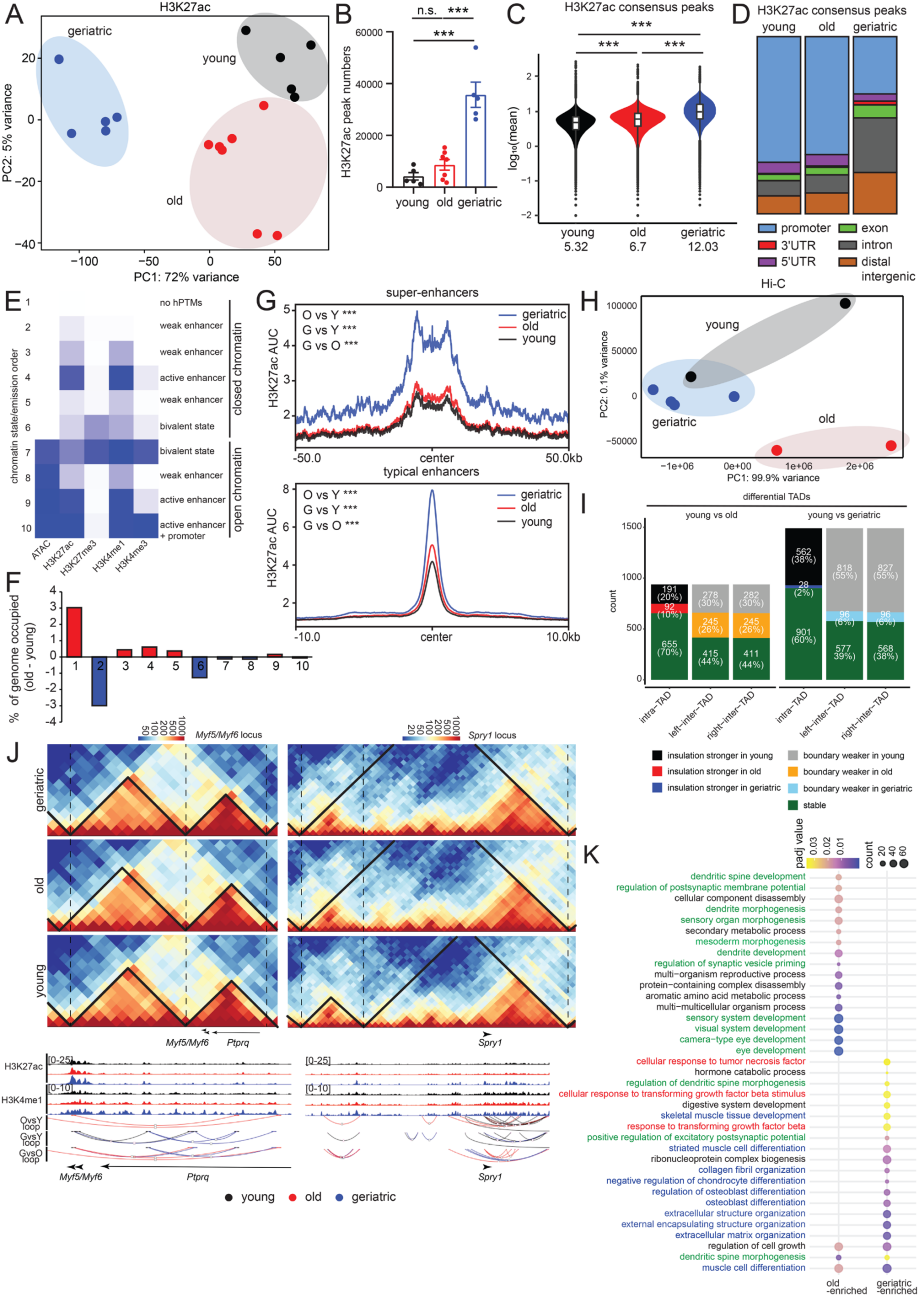
Combinatorial analyses of histone modifications and 3D contacts show enrichment of enhancer states. (A) PCA plot of H3K27ac data from young, old, and geriatric FISCs. (B) Bar plot showing the number of H3K27ac peaks in young, old, and geriatric FISCs, data represented as mean ± SEM, *n* = 5–7 mice. Significance was calculated using one‐way ANOVA with Tukey's multiple comparisons test: ***p < 0.001. (C) Violin plot showing the distribution of mean intensity of consensus H3K27ac peaks in young, old, and geriatric FISCs. Median values are indicated below. ***p < 0.001 by an unpaired two‐tailed Welch's *t*‐test. (D) ChIPseeker annotation of H3K27ac consensus peaks in young, old, geriatric FISCs. (E) ChromHMM modeling of chromatin states (row) in young and old FISCs. The heatmap of emission parameters represents enrichment probabilities, with deeper color indicating a higher probability. (F) Bar plot showing genomic occupancy of each state. A positive value represents increased genome occupancy in old while a negative value represents increased genome occupancy in young. (G) Metaplot of H3K27ac signal over super enhancers (top) and typical enhancers (bottom) in young, old, and geriatric FISCs. ***p < 0.001 by an unpaired two‐tailed Welch's *t*‐test. (H) PCA plot of KR normalized Hi‐C contact matrices at 1 mb resolution. (I) Stacked bar plot showing total and differential TAD changes for indicated age comparisons. (J) Visualization of differential TADs and loops at the *Myf5*/*Myf6* locus (left) and the *Spry1* locus (right). TADs are indicated with solid black lines while boundaries are indicated with a dashed black line. Color scale indicates log transformed contact frequency. For panels (A–G), both males and females were considered, for (H–K) Hi‐C data were from males only. (K) Bubble plot visualization of functional pathway enrichments (biological process) from ABC outputs. The top 20 pathways in old vs. young and geriatric vs. young are reported with bubble size representing gene counts and color scale the FDR *q*‐value.

We next combined our ATAC and CUT&RUN data for enhancer marks with published ChIP‐seq data for H3K4me3 and H3K27me3 (Liu et al. 2013) and defined 10 chromatin states using ChromHMM (Ernst and Kellis 2012). In the context of ChromHMM, “chromatin state” is a probabilistic inference of a functional annotation (promoter, enhancer, etc.) for each genomic bin. Notably, this analysis was performed in young and old FISCs, as the published dataset did not include a geriatric group. ChromHMM is superior to our peak calling approach (in Figure 4B–D), because it “learns” de novo chromatin states from recurring combinations of modifications and accessibility genome‐wide. Using ChromHMM, we uncovered multiple enhancer‐enriched states (Figure 4E). States 3–5 and 9, marked by classic enhancer markers, H3K4me1 and H3K27ac, showed increased genome occupancy in old FISCs (Figure 4F). We further classified the enhancers by rank ordering of super‐enhancers (ROSE) algorithm (Whyte et al. 2013) to identify super‐enhancers and typical enhancers. Using either H3K27ac (Figure 4G), or H3K4me1 (Figure S4G), aged FISCs, especially geriatric, showed greater signal intensity at both enhancer classes (Table S4). Overall, these approaches revealed greater activity at enhancer elements during MuSC aging.

We surmised that the increased enhancer activity with age is indicative of a reorganized 3D genome. Indeed, a previous report noted several age‐related 3D genome rewiring events including altered compartmentalization, loss of insulation at topologically‐associated domains (TADs), and age‐specific loops (Zhao et al. 2023). We performed Hi‐C in young (*n* = 2), old (*n* = 2), and geriatric (*n* = 4) male mice (with MuSCs pooled from 3 to 4 animals per replicate, Table S1). PCA of Hi‐C data revealed that samples clustered distinctly by age, with nearly all variance explained by PC1 (Figure 4H). Replicate reproducibility is shown in Figure S4H. Our Hi‐C libraries were sequenced to a depth of ~1.14B reads per sample, with 88%–90% of non‐duplicated reads representing valid high‐quality, Hi‐C contacts (Table S4), thus enabling differential TAD and loop analysis with robust statistical tests. We identified TADs at an FDR threshold of 0.001 in each age group, yielding 2261 TADs in the young group, 2279 in the old group, and 1877 in the geriatric group. For differential analysis, we used the young TADs (*n* = 2261) as reference and evaluated differences across intra‐TAD, left inter‐TAD, and right inter‐TAD regions. A TAD was considered differential if at least one of these regions showed a statistically significant change (*p* < 0.05). This analysis identified 938 differential TADs between young and old and 1491 between young and geriatric (Figure 4I). In both comparisons, the majority of differences occurred in the left or right inter‐TAD regions, indicating that boundary insulation changes contribute more substantially to age‐associated 3D genome remodeling than alterations within domain interiors. Nevertheless, intra‐TAD differences were also observed, with approximately 20% of differential TADs showing loss of insulation in the old group and approximately 38% exhibiting loss of insulation in the geriatric group (Figure 4I, black stacked bars). Interestingly, we found several gene loci related to muscle stem cell function or myogenic potential were in differential TAD regions. The *Myf5*/*Myf6* locus showed a differential right inter‐TAD change in the young vs. geriatric comparison and also showed several differential loops in the old and geriatric samples (Figure 4J, left). These results may explain the increased expression of the *Myf5/Myf6* mRNAs in aged, particularly geriatric, MuSCs (Figure 2F). 

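Myf5 and Myf6 lie beside each other on chromosome 10 of GRCm38, Myf5 from 107482908 to 107486134 and Myf6 from 107492853 to 107494737. Myf5 had 385 ± 29 CPM (SD, n = 7) in young and 458 ± 96 CPM (SD, n = 8) in geriatric FISCs, a log2FC of 0.27 (standard error 0.13, adjusted p = 0.21 from edgeR). Myf6 had 1.65 ± 0.81 CPM in young and 2.57 ± 0.65 CPM in geriatric FISCs, a log2FC of 0.68 (standard error 0.29, adjusted p = 0.16). Without young male 4 the log2FC of Myf6 was 0.90 and its adjusted p 0.046. Both sexes are pooled in these values, while the paper's Hi-C was of males.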

Another interesting change was at the *Spry1* locus, a gene known to regulate quiescence (Shea et al. 2010) (Figure 4J, right). A comprehensive list of TADs, differential TADs, TADs changed near known myogenic genes, loops, and differential loops is provided in Table S4.

Finally, to prioritize a list of enhancers likely to impact function, we implemented the Activity by Contact (ABC) model on the male MuSC data (Fulco et al. 2019). ABC integrates information from 3 omic layers: Activity (ATAC‐seq and H3K27ac CUT&RUN) and Contact (Hi‐C), to predict regulatory element activity (Figure S4I). To focus on enhancer‐gene pairs, we filtered out promoter and self‐promoter classes (self‐promoters are element‐gene pairs where the element is the promoter of that same gene) and aggregated ABC scores for young, old, and geriatric samples by summing the scores for each target gene to yield a single value per gene (*n* = 16,709). Following quantile normalization, we calculated the fold change (FC) in ABC scores in old and geriatric compared to young and performed a pathway enrichment analysis with target genes showing FC > 25. Enhancer‐linked genes showed strong enrichment of neuronal function‐related terms in the old vs. young comparison (Figure 4K, green). By contrast, the geriatric vs. young comparison revealed in addition to a few neuronal terms, pathways related to ECM remodeling and musculoskeletal differentiation (Figure 4K, blue). Additionally, inflammatory terms were modestly enriched in this comparison. Three example browser shot views of the *Sharpin* (inflammatory), *Unc13b* (neuronal) and *Nfatc1* (osteoblast differentiation) loci, with differential Hi‐C loops at 5 kb resolution, are shown in Figure S4J. Of note, most of these enhancer‐driven target genes did not prominently feature in our steady state bulk RNA‐seq measurements (Figure 2, see Section 3). 

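The RNA-seq levels of 3 enhancer target genes, Sharpin, Unc13b and Nfatc1, differed by less than the spread between mice. Both sexes are pooled in these levels, while the paper ran its ABC model on data of males. Sharpin had 21.7 ± 1.9 CPM (SD, n = 8) in geriatric and 20.6 ± 2.6 CPM (SD, n = 7) in young FISCs, a log2FC of 0.09 (adjusted p = 0.65 from edgeR). The log2FC of Unc13b was 0.17 (adjusted p = 0.60). Nfatc1 had 382 ± 110 CPM against 405 ± 128 CPM, a log2FC of -0.07 (adjusted p = 0.88), which was 0.06 without young female 2. None of the 3 had an unadjusted p under 0.05.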

Unlike inflammatory genes, collagen gene promoters showed no epigenetic changes despite decreased mRNA and protein levels with age (Figure 2C cluster 8, Figure 2F, Figures S2H, S3B, S3D, S4K) suggesting potential involvement of a post‐transcriptional regulatory mechanism.

Collectively, our results indicate that enhancer activity increases with age in MuSCs and may compromise cell identity and myogenic potential. Pending in vivo results, we speculate that targeting enhancers could be a viable strategy to overcome age‐associated decline in SKM function.

## 3 Discussion

MuSC dysfunction with age is a critical contributor to poor muscle regeneration, yet the molecular mechanisms remain incompletely understood. In this study, we conducted multi‐omic profiling of MuSCs across three age groups (young, old, and geriatric) and two sexes, in multiple biological replicates. The comprehensive dataset enabled us to validate both quantitative and qualitative trends in MuSCs during aging. We queried diverse “omic” layers including the epigenome (ATAC‐seq, CUT&RUN of H3K4me1 and H3K27ac), transcriptome (RNA‐seq), and the 3D genome (Hi‐C). Our results revealed temporal events including a loss of cell identity and a strong interferon response that initiated early in males but intensified in late life, and widespread 3D genome rewiring indicative of MuSC dysfunction.

While it is known that old muscles have fewer MuSCs, we found that male MuSCs exhibited lower basal proliferative capacity in the young group and further exacerbation in the old (Figure 1G,H). This functional difference was also reflected in the expression patterns of cell cycle‐related mRNAs (Figure 2B), early activation of nucleic acid sensors, and the interferon pathway (Figure 2D,E) in old males, as well as the elevated expression of ERVs in geriatric males (Figure 2G). ERVs can either employ viral mimicry to mount a strong inflammatory response via cGAS‐STING and NFκB, or activate the interferon response via RNA sensing (Di Giorgio and Xodo 2022). Ultimately, these antiviral mechanisms could reduce proliferative capacity. Although the reason for sex differences in the basal condition is unknown, it is possible that cell cycle or epigenetic regulators on the sex chromosomes could play a role. Several male‐specific proteins have been linked to NFκB interaction. For instance, Sex‐determining Region Y (SRY) has binding sites for NFκB in its 5′ region suggesting a potential direct interaction (Ross et al. 2008). 

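Among male FISCs, Ddx3y had 646 ± 71.1 CPM (SD, n = 4) in old and 644 ± 39.5 CPM (SD, n = 4) in geriatric mice. In the 11 females it had at most 0.53 CPM. The difference between geriatric and young males was a log2FC of 0.07 (standard error 0.24, adjusted p = 0.90 from edgeR).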

We found strong expression of *Ddx3y*, which encodes an RNA helicase, in male MuSCs (Figure S2B), whereas it is typically expressed in the testis. DDX3X, the X chromosome counterpart, is known to activate type I interferon via regulation of TBK1 and IRF3 (Soulat et al. 2008), enhance p21 expression (Chao et al. 2006), and drive ER stress (Adjibade et al. 2017), all of which could decrease proliferative capacity.

One of the most interesting findings was that chromatin accessibility (in males) and enhancer‐associated histone modifications (in both sexes) show age‐dependent variations (Figures 3A and 4A, Figure S4C). The variation in chromatin accessibility (Figure 3A) and mRNA expression (Figure 2A,C) appears to be progressive, while enhancer marks (Figure 4A, Figure S4C) change more abruptly in the geriatric age group. However, even though most age‐associated transcriptomic alterations were progressive in both males and females (Figure 2C), we found a smaller subset of sex‐dimorphic inflammatory mRNAs that followed opposite trajectories in the two sexes (Figure 2H,I).

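Within males, 70 mRNAs were higher and 43 lower in old against young FISCs, and 271 were higher and 431 lower in geriatric against young FISCs. Within females, 80 were higher and 28 lower in old, and 687 were higher and 353 lower in geriatric against young FISCs. These counts come from the edgeR fit of all 6 groups. With only the 2 groups compared in each fit, the totals were 64 in old and 1133 in geriatric males, and 60 in old and 125 in geriatric females. With each mouse left out in turn the totals ranged from 38 without old male 3 to 195 without geriatric female 1 in old males, and from 34 without young female 2 to 170 without geriatric female 4 in old females. In geriatric males they ranged from 294 without geriatric male 1 to 1069 without young male 4, and in geriatric females from 393 without young female 3 to 1295 without geriatric female 4. Extremes were ranked among called mRNAs with a mean log2 CPM over 1 and no overlap between the mice of the groups. Among these, the largest decrease in both geriatric males and geriatric females was in Col2a1. Its log2FC was -6.47 in males (adjusted p = 0.0021 from edgeR) and -4.45 in females (adjusted p = 0.015). In females its adjusted p was over 0.05 without young female 1, with a log2FC of -3.74, and without geriatric female 1, with -4.04. Among the mRNAs ranked, the largest increase in males was in Spock1 (log2FC 4.12). In females the largest were in Fgf5 (log2FC 7.01, 25.2 ± 32.9 CPM in geriatric females, SD, n = 4) and Ccl8 (log2FC 6.15, 24.6 ± 41.2 CPM). Levels of Fgf5 and Ccl8 varied between geriatric females by more than their mean. Without geriatric female 1 the log2FC of Ccl8 was 3.51.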

Three major patterns emerge from comparison across “omic” layers. 

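Of 14 interferon response factors, all 14 were higher and 9 were called in geriatric against young FISCs (11 when adjusted over the list alone), with a median log2FC of 1.24. Of the same factors, 7 were called in old against young FISCs (11 over the list alone). Ifit3 rose from 29.3 ± 12.1 CPM (SD, n = 7) to 135 ± 106 CPM (SD, n = 8), a log2FC of 2.22 (standard error 0.37, adjusted p = 0.0013 from edgeR). The log2FC of Irf7 was 1.61 (adjusted p = 9.7e-04) and that of Isg15 1.31 (adjusted p = 0.0089). Within a sex, 3 of the 14 were called in geriatric males (8 over the list alone) and 11 in geriatric females (13 over the list alone). These counts within a sex rest on a single estimate of spread per mRNA, shared by all 6 groups of the fit. The score of the 14 factors had an SD of 0.126 in geriatric males and 1.26 in geriatric females. The 2 counts are therefore not a comparison of the sexes. The difference between the sexes was called for 0 of the 14 (1 at an unadjusted p under 0.05).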

First, transcriptomic data show a strong type I and II interferon response (Figure 2C–F, Figure S2D–F), partially due to activated ERV expression (Figure 2G). Concordantly, chromatin accessibility‐based TF activity measurements and IF show heightened NFκB activity, primarily at enhancers (Figure 3I–K). Finally, enhancer modifications, open chromatin, and 3D genome contacts reinforce inflammation (Figures 2C–F and 4K). Interestingly, classic senescence mRNA signatures in the SenMayo (Saul et al. 2022) or CellAge (Avelar et al. 2020) panels, did not seem to be particularly enriched (data not shown).

Second, beyond inflammation, the extensive enhancer rewiring and 3D genome reorganization also suggests a broader loss of myogenic identity and lineage drift (Figure 3E,F, Figure 4). Many of the chromatin changes occurred at non‐coding areas of the genome (Figures 3E,F and 4D, Figure S4F). Promoter regions that showed reduced accessibility with age were close to genes related to muscle function (Figure 3F,H). Furthermore, we found many genomic loci encoding key myogenic proteins were in differential TADs and showed altered loop formation (Figure 4I,J, Table S4). Integrated multi‐omic analysis identifying the top active enhancer ‐gene pairs revealed numerous neuronal terms in the old (Figure 4K, green). In the geriatric group, terms related to bone and cartilage development became evident (Figure 4K, blue), indicative of a shift towards a broader mesodermal commitment. Importantly, changes in enhancer activity do not correlate with bulk RNA‐seq data. We speculate that the altered multipotent cell state of geriatric MuSCs is purely epigenetic and is not reflected in the RNA due to the lack of differentiation signals along a specific lineage. Alternatively, nascent RNA‐seq methods such as GRO‐seq or PRO‐seq could better capture nascent transcription and identify instances of altered mRNA stability rather than steady‐state transcription.

Third, despite the extensive epigenome alterations (Figures 3 and 4, Figure S4), we found that the majority of collagen mRNAs were decreased with age (Figure 2C,F, Figure S2D–F), a trend that was also recapitulated at the protein level (Figure S2H). 

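Within males, 26 of 44 collagen mRNAs were called lower and 2 higher in geriatric against young FISCs, and 8 lower and 2 higher in old against young FISCs (edgeR). Within females 15 were called lower and 1 higher in geriatric FISCs. In old females 1 was called lower and 0 higher (11 lower when adjusted over the list alone, 17 at an unadjusted p under 0.05). The median log2FC in geriatric FISCs was -1.25 in males and -0.73 in females. The difference between the sexes was called for 0 of the 44 single mRNAs (at an unadjusted p under 0.05, 6 had a higher and 2 a lower log2FC in females).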

While the deterioration of the ECM is well‐documented in the SKM (Zhou et al. 2019), the large‐scale age‐dependent decrease of collagen expression in purified MuSCs has not been reported previously, likely because we constructed full‐length cDNA libraries using the SMART‐seq methodology which enables the capture of long transcripts. Collagen plays a crucial role in maintaining the quiescent state of MuSCs. The depletion of COLV disrupts the NOTCH‐COLV‐CALCR (calcitonin receptor) signaling cascade, leading to aberrant cell cycle entry and a gradual decline in the MuSC pool (Baghdadi et al. 2018). 

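Pax7 (GRCm38, chromosome 4, 139737062 to 139833528) had 77.4 ± 38.0 CPM (SD, n = 7) in young and 68.6 ± 25.6 CPM (SD, n = 8) in geriatric FISCs, a log2FC of -0.16 (standard error 0.26, adjusted p = 0.76 from edgeR), and its log2FC was 0.14 without young male 1. Of the Notch receptors, Notch2 fell from 111.4 ± 10.4 to 82.6 ± 15.0 CPM (log2FC -0.42, standard error 0.11, adjusted p = 0.025), with an adjusted p over 0.05 in 6 of the 15 fits that each left out one mouse. The log2FC of Notch1 was -0.17 (adjusted p = 0.36) and that of Notch3 -0.23 (adjusted p = 0.51). Calcr fell from 167.0 ± 29.2 to 98.2 ± 34.6 CPM (log2FC -0.75, standard error 0.20, adjusted p = 0.021), with an adjusted p over 0.05 without young male 2, without young male 3 or without geriatric female 2. Of 67 genes of the Reactome set Signaling by NOTCH, 47 were lower in geriatric FISCs, 4 were called lower and 1 higher. The mean log2FC of the set was -0.15. It was called by fry of limma (adjusted p = 0.0039) and not by camera.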

Concordantly, we observed decreased expression of *Pax7*, *Notch*, and *Calcr* with age (Figure 2F), indicating a loss of MuSC quiescence during aging. The *Spry1* locus, encoding an important mRNA known for quiescence maintenance (Shea et al. 2010), also showed 3D genome alterations (Figure 4J). Interestingly, we did not observe any change in chromatin accessibility or histone modifications at the promoters of collagen genes (Figure S4K), suggesting that collagen levels may be regulated post‐transcriptionally. In this regard, many RNA‐binding proteins, such as LARP6 and αCP (hnRNPE) (Stefanovic 2013), have been found to bind collagen mRNAs and influence their turnover rate. Similarly, a range of microRNAs (miRs) and long non‐coding RNAs (lncRNAs) associate with collagen mRNAs and regulate their turnover and post‐transcriptional fate (Wen et al. 2022). Notably, miR‐29a/b/c‐3p is known to target collagen mRNAs for degradation (Maurer et al. 2010), increase with age in rats (Hu, Klein, et al. 2014), and drive age‐related phenotypes (Swahari et al. 2024). Further studies are needed to fully elucidate how collagen mRNA turnover is regulated by these and other factors as a function of age.

In summary, our multi‐omic framework reveals temporally coordinated changes that converge on pathways linked to MuSC dysfunction with aging. We detect early, male‐biased activation of proinflammatory programs and in late life, extensive epigenomic remodeling consistent with lineage drift and loss of myogenic commitment. While deeper functional characterization of geriatric FISCs and direct evidence of age‐related cell fate changes are needed, our study provides insights into how multiple epigenetic programs collaborate during aging and nominate candidate targets for follow‐up functional studies to mitigate muscle decline.

## 4 Materials and Methods

### 4.1 Animals

This study was approved by the Animal Care and Use Committee of the NIA in Baltimore, MD under Animal Study Protocol number 481‐LGG‐2025 and 503‐LGG‐2028. Young, old and geriatric inbred C57BL6/JN mice of both sexes were acquired from the NIA aged rodent colony (https://ros.nia.nih.gov/) and housed in rooms that were maintained at 22.2°C ± 1°C and 30%–70% humidity. Routine tests are performed to ensure that mice are pathogen‐free and sentinel cages are maintained and tested according to American Association for Accreditation of Laboratory Animal Care (AAALAC) criteria. The age and sex information is available in Table S1.

### 4.2 Muscle Injury

Mice were anesthetized with 2% isoflurane by placing them inside an induction chamber for about 5 min. Mice were then removed from the chamber, covered with an anesthesia mask on a surgical bench, and the hair was removed from both lower hind limbs around the injection sites. Muscle injury was induced by injecting 50 μL of 1.2% barium chloride (Sigma) in 0.9% saline solution into approximately 25 sites in the lower hindlimb muscles (tibialis anterior [TA] and gastrocnemius).

### 4.3 Muscle Stem Cell Isolation

MuSCs were isolated by FACS as described previously (Liu et al. 2015). For muscle dissection, young, old and geriatric mice were euthanized with CO_2_ followed by cervical dislocation. After weighing the mouse, hindlimb muscles including TA, extensor digitorum longus (EDL), gastrocnemius, soleus, and quadriceps were collected, and visible fat and tendons were removed. All muscles from both hindlimbs were pooled, chopped with surgical scissors, and then transferred into 50 mL conical tubes. Minced muscles were digested with 1000 U/mL collagenase II (Worthington) and 1.5 U/mL dispase (Thermo Fisher) in a 37°C water bath with agitation (75 rpm) for a total of 1.5 h. Once the digestion was complete, mononucleated cells were further dissociated using a 10 mL syringe and a 20‐gauge needle by aspirating and ejecting the muscle suspension ten times. The cell suspension was then filtered using 40 μm nylon cell strainers. After centrifugation at 400 *g* for 5 min at room temperature (RT), the supernatant was discarded and the resulting cell pellets were immediately resuspended in 350 μL of staining solution with a cocktail of antibodies including CD31‐APC, CD45‐APC, SCA1–Pacific Blue, and VCAM1‐biotin (Biolegend), and then incubated at 4°C for 45 min in the dark. Sample volumes were adjusted to 2 mL with staining solution minus antibodies, centrifuged at 400 *g* for 5 min at 4°C, and the supernatant was discarded. Pellets were then resuspended in a staining solution containing PECy7: Streptavidin (1:100; Biolegend) and 0.3 μg/mL PI (Thermo Fisher) and incubated for another 15 min at 4°C in the dark. After incubation, sample volumes were adjusted to 2 mL with wash medium (Ham's F‐10 [Cytiva] supplemented with 10% horse serum [Thermo Fisher] and 1× penicillin/streptomycin [Thermo Fisher]), centrifuged at 400 *g* for 5 min at 4°C, the supernatant was discarded, the pellet was re‐suspended in 2 mL wash medium, and then filtered through 35 μm cell strainers. Aria Fusion sorter (BD Biosciences) was used to isolate MuSCs using VCAM1 as a positive marker, and propidium iodide (PI), CD31, CD45, and SCA1 as negative markers. The purity of the isolated MuSCs was assessed by taking a small number of cells followed by immunofluorescent staining of the MuSC marker, PAX7 (see Section 4.5 for details).

### 4.4 In Vitro Muscle Stem Cell Expansion and Differentiation

Prior to MuSC seeding, 8‐well chamber slides (Ibidi) were coated with 0.1 mg/mL poly‐D‐lysine solution (Sigma) at RT for ~8 h followed by ECM gel (Sigma, 1:100) at 4°C for at least 6 h. FISCs from young or old mice were seeded in the coated 8‐well chamber slides at 5000 cells/well. FISCs were cultured in GM (40% Ham's F‐10 medium [Cytiva], 40% DMEM [Thermo Fisher], 20% FBS [Thermo Fisher], and 1% penicillin/streptomycin [Thermo Fisher]) supplemented with 5 ng/mL hFGF (Sigma) for 5–7 days. The GM with freshly added hFGF was changed every 2 days. Wells containing myogenic progenitors during proliferation were counted by brightfield microscopy or fixed with 4% paraformaldehyde (PFA) and stained with Hoechst; the number of cells per well was counted as Hoechst‐stained nuclei at the indicated time points. After 6–8 days of proliferation in GM, the media were changed to DM (98% DMEM [Thermo Fisher], 2% horse serum [Thermo Fisher], and 1% penicillin–streptomycin [Thermo Fisher]) and cultured for an additional 3–4 days during which time myotubes were formed. Myotubes were immuno‐stained with myosin heavy chain (MHC) and DAPI. The fusion index of cells was calculated as the percentage of nuclei (DAPI) in myotubes to all nuclei visible in the field.

### 4.5 Immunofluorescence

FISCs (~5000 cells/well) were seeded in an 8‐well chamber slide (Ibidi) coated with poly‐D‐lysine (Sigma) and ECM gel (Sigma) for ~8 h. FISCs were fixed with 4% PFA for 5 min at RT. After washing with PBS, cells were permeabilized with 0.3% Triton X‐100 in PBS and blocked in 5% BSA in PBS for 30 min at RT. To confirm the purity of FISCs isolated by FACS, cells were incubated with anti‐PAX7‐s antibody (1:50, Developmental Studies Hybridoma Bank) in 2.5% BSA solution overnight at 4°C in a humidified chamber. For myotube quantification, cells were incubated with anti‐MYH3 antibody (1:100; Santa Cruz Biotechnology); for collagen staining, cells were incubated with anti‐collagen I (1:100; Abcam) or anti‐collagen III (1:100; Abcam) antibodies; and for NFκB staining, cells were incubated with phospho‐p65 (1:500; Cell Signaling Technologies) antibody. The following day, cells were washed four times with PBS with 0.1% Tween‐20 (PBST) and incubated with secondary antibodies conjugated to a fluorescent dye (1:1000, Alexa Fluor 488 or Alexa Fluor 647) for 1 h at RT followed by washes with PBST. Finally, cells were incubated with 1 μg/mL DAPI in PBS to stain nuclei for 5 min at RT. Images were captured using a Zeiss LSM 710 confocal microscope and subsequently split into different channels. Intensities were measured overlapping DAPI using Image J (https://imagej.nih.gov/ij/).

### 4.6 Cytokine Array

FISCs (~150,000 per sample) were seeded in each well of a chamber slide (Ibidi) that had been treated with 0.1 mg/mL poly‐D‐lysine (Sigma) and 100 μg/mL of freshly prepared ECM gel (Sigma). The cells were cultured in serum‐free DMEM for 24 h. Cell culture supernatants were collected, centrifuged, and transferred to a new tube. After filtration through 0.22 μm filters, the supernatant was dried in a speed‐vac until it became a powder, then resuspended in PBS and stored at −80°C. The multiplex analysis was performed using the Luminex 200 system (Luminex) by Eve Technologies Corp. (Calgary, Alberta). Forty‐five cytokines were simultaneously measured in the samples using the Mouse Cytokine 45‐Plex Discovery Assay (Eve Technologies).

### 4.7 RNA Extraction and RNA‐Seq Library Preparation

Sorted cells were centrifuged at 2500 *g* for 5 min at 4°C and stored in −80°C. RNA was extracted from FISCs (~200,000 cells per sample) using the RNeasy Plus Micro Kit (QIAGEN) according to the manufacturer's instructions. Reverse transcription was performed with 1–10 ng RNA using the SMART‐Seq v4 Ultra Low Input RNA Kit (Takara) according to the manufacturer's instructions. After purification of amplified cDNA, quality and quantity were determined using a 2100 Bioanalyzer the DNA high sensitivity kit (HS, Agilent). RNAseq library constructions were performed using the SMART‐Seq Library Prep Kit (Takara) according to the manufacturer's instructions. Equimolar amounts of each library were combined, and the pooled library was further quantified using a NEBNext Library Quant Kit (New England Biolabs). The RNA‐seq libraries were subjected to two rounds of 100 bp paired‐end sequencing on a Novaseq 6000 platform using a SP 200‐cycle kit (Illumina).

### 4.8 ATAC‐Seq

ATAC‐seq was performed as described previously (Grandi et al. 2022). Briefly, 1 mL of cold ATAC‐seq wash buffer was added to thaw cryopreserved FISCs (~60,000 cells per sample) in BAM Banker Cryopreservative (Fisher Scientific), and pelleted by centrifugation at 500 *g* for 5 min at 4°C. The pellet was resuspended in 50 μL of ice‐cold ATAC‐seq lysis buffer (10 mM Tris‐Cl [pH 7.5], 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP‐40, 0.1% Tween 20, and 0.01% digitonin) and incubated on ice for 3 min. The cell lysate was mixed with 1 mL of ATAC‐seq wash buffer (10 mM Tris‐Cl [pH 7.5], 10 mM NaCl, 3 mM MgCl_2_, and 0.1% Tween 20) followed by centrifugation at 500 *g* for 10 min at 4°C. The cell pellet was resuspended in transposition mix including 2.5 μL of Tagment DNA enzyme 1 (Illumina), 0.1% Tween 20, and 0.01% digitonin and incubated at 37°C for 30 min on a thermomixer (Eppendorf) at 1000 rpm. The transposed DNA fragments were PCR‐amplified using NEBNext Ultra II Q5 2× Master Mix (New England Biolabs). The sample was purified using the DNA Clean and Concentrator‐5 Kit (Zymo). The library quality and quantity were verified using the high sensitivity DNA kit on a 2100 Bioanalyzer (Agilent) and qPCR with NEBNext Library Quant kit (New England Biolabs), respectively. The ATAC libraries were subjected to 50 bp paired‐end sequencing on a NextSeq 2000 platform using a P2 100‐cycle kit (Illumina).

### 4.9 CUT&RUN

CUT&RUN was performed to profile enhancer histone modifications H3K4me1 and H3K27ac from young, old and geriatric FISCs following guidelines in the CUTANA CUT&RUN Protocol (EpiCypher). Briefly, FISCs were pelleted at 600 *g* for 5 min at 4°C and resuspended in wash buffer (20 mM HEPES‐KOH, pH 7.9, 150 mM NaCl, 0.5 mM spermidine, freshly added protease inhibitors (Roche), 1 mM PMSF, and 1 mM sodium butyrate). ~10,000 cells per sample were bound to activated Concanavalin A beads (Bangs Laboratories). The bead‐bound cells were incubated with antibody in wash buffer supplemented with 2 mM EDTA and 0.01% digitonin overnight at 4°C; digitonin was added to permeabilize cells for antibody binding in situ. After washing with 0.01% digitonin in wash buffer, CUTANA pAG‐MNase (1:20) was added to each sample and incubated at RT for 10 min to allow binding to antibody‐labeled chromatin. Samples were then equilibrated in ice water for 5 min. 2 mM CaCl_2_ was added to each sample to activate MNase and cleave antibody‐bound chromatin. After 2 h of incubation with CaCl_2_ at 4°C, reactions were stopped by adding 33 μL stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 μg/mL RNaseA, 50 μg/mL glycogen) to degrade RNA and release DNA fragments. DNA was purified using the Monarch DNA Cleanup Kit (New England Biolabs) following the manufacturer's instructions. The concentration of CUT&RUN‐enriched DNA was determined using the Qubit fluorometer (Thermo Fisher) with a DNA HS kit (Agilent). Purified DNA (~2 ng) was used to prepare libraries using the NEBNext Ultra II library preparation kit with unique dual index PCR primers (New England Biolabs). The library concentrations were determined using the Qubit fluorometer with a DNA HS kit. Library quality and quantity were confirmed on a BioAnalyzer (Agilent) high sensitivity DNA chip. Equimolar amounts of each library were combined, and the pooled library was further quantified using a NEBNext Library Quant Kit (New England Biolabs). The CUT&RUN libraries were subjected to paired‐end sequencing with read lengths of 50 bp on a NextSeq 2000 platform using a P2 100‐cycle kit.

### 4.10 Hi‐C

Hi‐C of FISCs was performed with a modified low cell number protocol using the Arima‐HiC kit (Arima Genomics). Approximately 800,000 FISCs per sample (pooled from 3 to 4 male animals, Table S1) were cross‐linked with 2% formaldehyde for 10 min at RT and quenched with 0.2 M Glycine. Cell lysis, chromatin digestion, biotin labeling, and proximity ligation were performed following kit instructions with slight modifications for low cell number. Proximally ligated DNA was purified using 0.45 X SPRI beads (Beckman Coulter) and fragmented using a Covaris S220 instrument (peak incident power 140 W, duty cycle 10%, cycles per burst 200, time 95 s) to obtain an average fragment size of ~400 bp. Fragment size distribution was determined on a Bioanalyzer using a DNA HS kit (Agilent). After purification using SPRI beads (Beckman Coulter), biotinylated fragments containing ligation junctions were enriched using biotin enrichment beads. Hi‐C library was prepared on‐bead using the Accel‐NGS 2S Plus kit (Swift Biosciences). After adaptor ligation, ligated products were PCR‐amplified using KAPA Library Amplification Kit (Roche); the number of PCR cycles was determined using KAPA Library Quantification kit (Roche) before PCR. Finally, amplified libraries were purified using 0.9 X SPRI beads (Beckman Coulter). A shallow sequencing (75 bp paired end) of 4 million reads per library was performed on a MiniSeq platform (Illumina) to estimate library complexity. Libraries were combined, and the pooled library was quantified by qPCR using a NEBNext Library Quant Kit (New England Biolabs). The final pooled library was paired‐end sequenced with read lengths of 150 bp on a NovaSeq 6000 platform (Illumina) using an S2 300‐cycle kit.

### 4.11 Bioinformatic Analysis

#### 4.11.1 RNA‐Seq Analysis

Illumina sequencing reads (~32 million paired‐end reads per sample) were de‐multiplexed using bcl2fastq/2.20.0. Reads were trimmed to remove adapter sequences using trimmomatic/0.39 (Bolger et al. 2014). The quality of the resulting FASTQs was assessed using FastQC/0.11.9 (Andrews 2017) and MultiQC/1.9 (Ewels et al. 2016). Reads were aligned to the mouse reference genome (assembly GRCm38/mm10) using STAR/2.7.5b (Dobin et al. 2013). BAM files were sorted and indexed using samtools/1.10 (Li et al. 2009), and duplicates were removed using Picard/2.20.8. The BAM files were then filtered to retain alignments with a minimum mapping quality of 10 using samtools/1.10 (Li et al. 2009). The featureCounts function of the Rsubread R package/2.6.4 (Liao et al. 2019) was used to estimate counts. Differential gene expression analysis to uncover age‐altered expression was performed with the R Bioconductor package, DESeq2/1.30.1 (Love et al. 2014). Separately, differential expression analysis was performed using DESeq2/1.46.0 with a design including age and sex, followed by variance‐stabilizing transformation of significant genes. Genes were clustered by *k*‐means (*k* = 4) to identify expression patterns, and cluster‐specific enrichment was assessed using clusterProfiler/4.14.6. For TE expression, trimmed FASTQs were aligned allowing for multimapping (‐‐outFilterMultimapNmax 100 and ‐‐winAnchorMultimapNmax 100) using STAR/2.7.10b (Dobin et al. 2013) with unsorted BAM files as output. Significantly altered transcripts were assessed with the TEtranscripts function (‐‐mode multi) in TEToolkit/2.2.3 (Jin and Hammell 2018). Volcano plots, heatmaps and bubble plots were created using the R Bioconductor packages ggplot2 and pheatmap in R/4.0.

#### 4.11.2 ATAC‐Seq Analysis

ATAC‐seq data were processed by the Encyclopedia of DNA Elements (ENCODE) pipeline (https://www.encodeproject.org/atac‐seq/). Briefly, raw sequencing reads were trimmed to remove adapters and low‐quality bases using Cutadapt/1.9.1 and assessed for quality using FASTQC/0.11.9 (Andrews 2017), followed by alignment to the reference genome (GRCm38/mm10) using Bowtie/2‐2.2.9 (Langmead and Salzberg 2012). Mapped reads were then filtered to remove low‐quality and duplicate reads using Picard/2.10.6. deepTools/3.5.0 (Ramirez et al. 2014) bamCoverage function was used to convert BAM to bigWigs. Peak calling is performed using MACS2/2.1.1 to identify regions of open chromatin. DiffBind/3.2.6 (Stark and Brown 2011) was used to generate a PCA plot and identify differentially accessible regions between the samples. AUC values were generated using bwtool/1.0 (Pohl and Beato 2014). Enriched TF motifs were identified using the findMotifsGenome function of HOMER/5.1 (http://homer.ucsd.edu/homer/ngs/peakMotifs.html) with ATAC consensus peaks with 50% overlap between young and geriatric samples as background, and the ‐‐size parameter at 50 bp. TF footprinting analysis was performed using TOBIAS (Bentsen et al. 2020). TF binding site prediction and differential analysis were performed with TOBIAS's BindDetect function.

#### 4.11.3 CUT&RUN Analysis

CUT&RUN analysis was performed as outlined in Zheng et al., following the protocols.io tutorial (https://doi.org/10.17504/protocols.io.bjk2kkye). Briefly, sequencing reads (~7 million paired‐end reads per sample) were de‐multiplexed to generate compressed FASTQ files by the DRAGEN informatics pipeline on NextSeq 2000. Paired‐end reads were trimmed using Trim Galore/0.6.6 to remove the adapter. The qualities of the FASTQs were assessed using FASTQC/0.11.9 (Andrews 2017) and MultiQC/1.10 (Ewels et al. 2016). Reads were then aligned to the mouse genome (mm10) using Bowtie2/2.4.2 (Langmead and Salzberg 2012) with the parameters ‐very‐sensitive‐local, ‐I 10, and ‐x 700. Sam output files from Bowtie2 were then filtered to retain alignments with a minimum mapping quality of 2 using samtools/1.9 (Li et al. 2009). Aligned reads mapping to the Encyclopedia of DNA Elements (ENCODE) blacklist regions were removed using the intersect function in bedtools/2.30.0 (Quinlan and Hall 2010). RPKM (reads per kilobase per million mapped reads) normalized bigWig files were generated using the bamCoverage function in deepTools/3.5.0 (Ramirez et al. 2014). Sorted bam files were used to call broad peaks using MACS/2.2.7.1 (Zhang et al. 2008); the *q* value was set at 0.05. Differential peak analysis was performed using DiffBind/3.2.6 (Stark and Brown 2011). ROSE (Rank Ordering of Super‐Enhancers) (Whyte et al. 2013) algorithm was used to classify enhancers. AUC values were generated using bwtool/1.0 (Pohl and Beato 2014).

#### 4.11.4 Hi‐C Analysis

Illumina sequencing reads (~1.14 billion paired‐end reads per sample) were de‐multiplexed using bcl2fastq/2.20.0. Individual FASTQ files from each age group were merged and then aligned to the assembly GRCm38/mm10 using Burrows‐Wheeler Aligner (bwa/0.7.17) to generate SAM files. Subsequently, pairtools/1.0.2 was used to create .pairsam, which was sorted and deduplicated before generating .pairs and BAM files. The BAM files were sorted and indexed using samtools/1.19 (Li et al. 2009) before being further processed using juicer_tools pre option (juicer/1.6; Durand et al. 2016) to make .hic files at multiple resolutions with MAPQ scores ≥ 30 and Arima provided fragment‐delimited maps. Hi‐C matrices from young, old, and geriatric samples were depth‐normalized to the smallest library using hicNormalize (hicExplorer/3.7.6). TADs were called with hicFindTADs at an FDR threshold of 0.001 in each age group. For differential analysis, the young TADs (*n* = 2261) were used as the reference in hicDifferentialTAD and evaluated for differences across intra‐TAD, left‐inter‐TAD, and right‐inter‐TAD regions. A TAD was considered differential if at least one of these regions showed a statistically significant change (*p* < 0.05). Differential TADs were annotated using annotatr/1.24.0. Differential loops were called at 5 kb resolution using KR normalization with mustache's diffmustache.py package in python/3.1 (detection FDR < 0.05 and difference FDR < 0.05) (Roayaei Ardakany et al. 2020).

#### 4.11.5 ChromHMM

Multiple chromatin datasets (binarized bam files) including ATAC‐seq (this study), CUT&RUN for histone modifications H3K4me1, H3K27ac (this study) and published ChIP‐seq for H3K4me3 and H3K27me3 (Liu et al. 2013) were integrated to predict chromatin states using the LearnModel command in ChromHMM (Ernst and Kellis 2017), where the number of states was set to 10.

#### 4.11.6 Activity by Contact (ABC) Model

The ABC model was implemented in python/3.1.0 by running the snakemake pipeline described by Fulco et al. (2019) using default rule parameters. ATAC‐seq tagAlign files were used as the accessibility feature, H3K27ac CUT&RUN signal as a proxy for enhancer activity and merged .hic files as contact maps. After filtering out self‐promoters and rows annotated with a “promoter” class from the ABC output, ABC scores for young, old, and geriatric samples were aggregated by summing the scores for each target gene to yield a single value per gene. These values were then merged into a single matrix, which was quantile normalized using the normalizeBetweenArrays function from the limma/3.60.6 R package (Ritchie et al. 2015). A fold change of > 25 was then used to compute the enrichment of biological pathways in old vs. young or geriatric vs. young comparisons using the enrichGO function in clusterProfiler/4.14.3 (Yu et al. 2012) in R/4.4.1.

#### 4.11.7 PCA Plots

RNA‐seq PCA plot was generated in R/4.0 with the DESeq2 output and plotted with ggplot2. ATAC‐seq and CUT&RUN peak PCA was generated with DiffBind (Stark and Brown 2011). Hi‐C PCA plots were generated in R/4.4.1 using outputs from FAN‐C's (Kruse et al. 2020) pca function.

#### 4.11.8 Correlation Plots

Correlation analysis for RNA‐seq data were performed in R/4.4.1 using the DESeq2/1.46.0 and pheatmap/1.0.13 packages. Variance‐stabilized counts were used to compute Spearman's rank correlations between samples, and correlation heatmaps were generated to assess replicate clustering. For ATAC‐seq or CUT&RUN, bigWig files containing signal tracks were processed using the rtracklayer and BSgenome.Mmusculus.UCSC.mm10 packages in R. The mouse genome was tiled into 10 kb bins, and the average signal intensity per bin was quantified across all samples. Bins with nonzero coverage were retained, and pairwise Spearman correlation coefficients were computed to assess similarity between samples. The resulting correlation matrix was visualized as a clustered heatmap using the pheatmap package. Spearman correlation between Hi‐C matrices were performed using hicExplorer/3.7.6 hicCorrelate at 1 mb.

#### 4.11.9 Heatmaps

Signal intensity across TSSs and enhancer regions was calculated using the computeMatrix function and a heatmap was generated with the plotHeatmap function in deepTools/3.5.0 (Ramirez et al. 2014).

#### 4.11.10 Area Under the Curve (AUC) Calculation

bwtool/1.0 (Pohl and Beato 2014) was used to get genome coverage information (AUC) across regions of interest and then plotted with ggplot2 in R/4.0.

#### 4.11.11 Annotation

Genomics regions were annotated using the ChIPseeker/1.26 annotatePeak function in R/4.0 (Yu et al. 2015).

#### 4.11.12 Gene Ontology and Gene Set Enrichment Analysis

GO analysis (Huang da et al. 2009) of the DARs was performed using DAVID/6.8 with *Mus musculus* genes as background. The top 10 significant GO terms for the biological process category sorted by fold enrichment are reported. Age‐related pathways were identified using GSEA/v4.3.2 (Mootha et al. 2003), following the guidelines provided in the software documentation. A total of *n* = 11,649 genes were ranked based on their differential expression changes and statistical significance. The GO biological processes database was used as the reference gene set. To calculate *p*‐values for each pathway, 1000 random permutations were performed. The top 10 significant age‐related pathways (FDR < 0.01 for old vs. young and geriatric vs. young, and FDR < 0.1 for geriatric vs. old) for each comparison were visualized in bubble plots, using normalized enrichment scores (NES) to represent pathway enrichment.

#### 4.11.13 Genome Browser Tracks

Genome browser tracks were created for merged (across replicates) samples by converting the BAM files to bigWig files using the bamCoverage function of deepTools/3.5.0 (Ramirez et al. 2014) then uploaded on the University of California, Santa Cruz Genome Browser using custom tracks.

## Author Contributions

P.S. conceptualized the project. C.S. and P.S. wrote the manuscript. C.S. performed all wet lab experiments with help from N.Y., E.P., L.W., C.‐Y.C., L.L. and T.R. provided important tips for MuSC isolation and low‐input RNA‐seq. V.S. lab assisted in the optimization of muscle stem cell isolation. C.D. performed FACS for muscle stem cell isolation. N.Y., J.R.O., F.B., and J.C. assisted in Hi‐C analysis. Q.M., and N.B. provided important input into CUT&RUN analysis. J.R.O., C.S., N.Y., and P.S. performed all bioinformatics analyses. J.‐H.Y. helped with MHC staining. J.F. and S.D. provided sequencing support.

## Disclosure

Quantification and Statistical Analysis: Statistical analyses for all experiments were performed in R or GraphPad Prism/9.0.0. Statistical data are presented as mean ± SEM. Sample size (*n*), statistical tests used, and *p*‐values are specified in the figure legends.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** MuSC isolation by FACS and purity verification (related to Figure 1).
**Figure S2:** Verification of transcriptomic changes during MuSC aging (related to Figure 2).
**Figure S3:** Verification of transcriptomic and chromatin accessibility changes during MuSC aging (related to Figures 2 and 3).
**Figure S4:** Alteration of H3K4me1 and 3D genome during MuSC aging (related to Figure 4).

**Table S1:** Information on animals used in this study.

**Table S2:** Differential mRNAs from RNA‐seq data.

**Table S3:** Differential peaks from ATAC‐seq data.

**Table S4:** Differential peaks, TADs, and loops from CUT&RUN and Hi‐C data.

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GEO: GSE293139. Source data are available at MendeleyData (DOI: 10.17632/9hzf5by49f.1). All original code has been deposited at https://github.com/PSenlab/Shi_2025 and is publicly available.

# Supplementary material for: Enhancer Rewiring Orchestrates Inflammation and Loss of Cell Identity During Muscle Stem Cell Aging
**Source:** Aging Cell. 2025 Nov 14;25(1):e70289. doi: 10.1111/acel.70289
**Supplement:** Supplementary file 1 — Figure S1: MuSC isolation by FACS and purity verification (related to Figure 1). Figure S2: Verification of transcriptomic changes during MuSC aging (related to Figure 2). Figure S3: Verification of transcriptomic and chromatin accessibility changes during MuSC aging (related to Figures 2 and 3). Figure S4: Alteration of H3K4me1 and 3D genome during MuSC aging (related to Figure 4).

**Supplementary Figures**

**Supp. Figure 1**

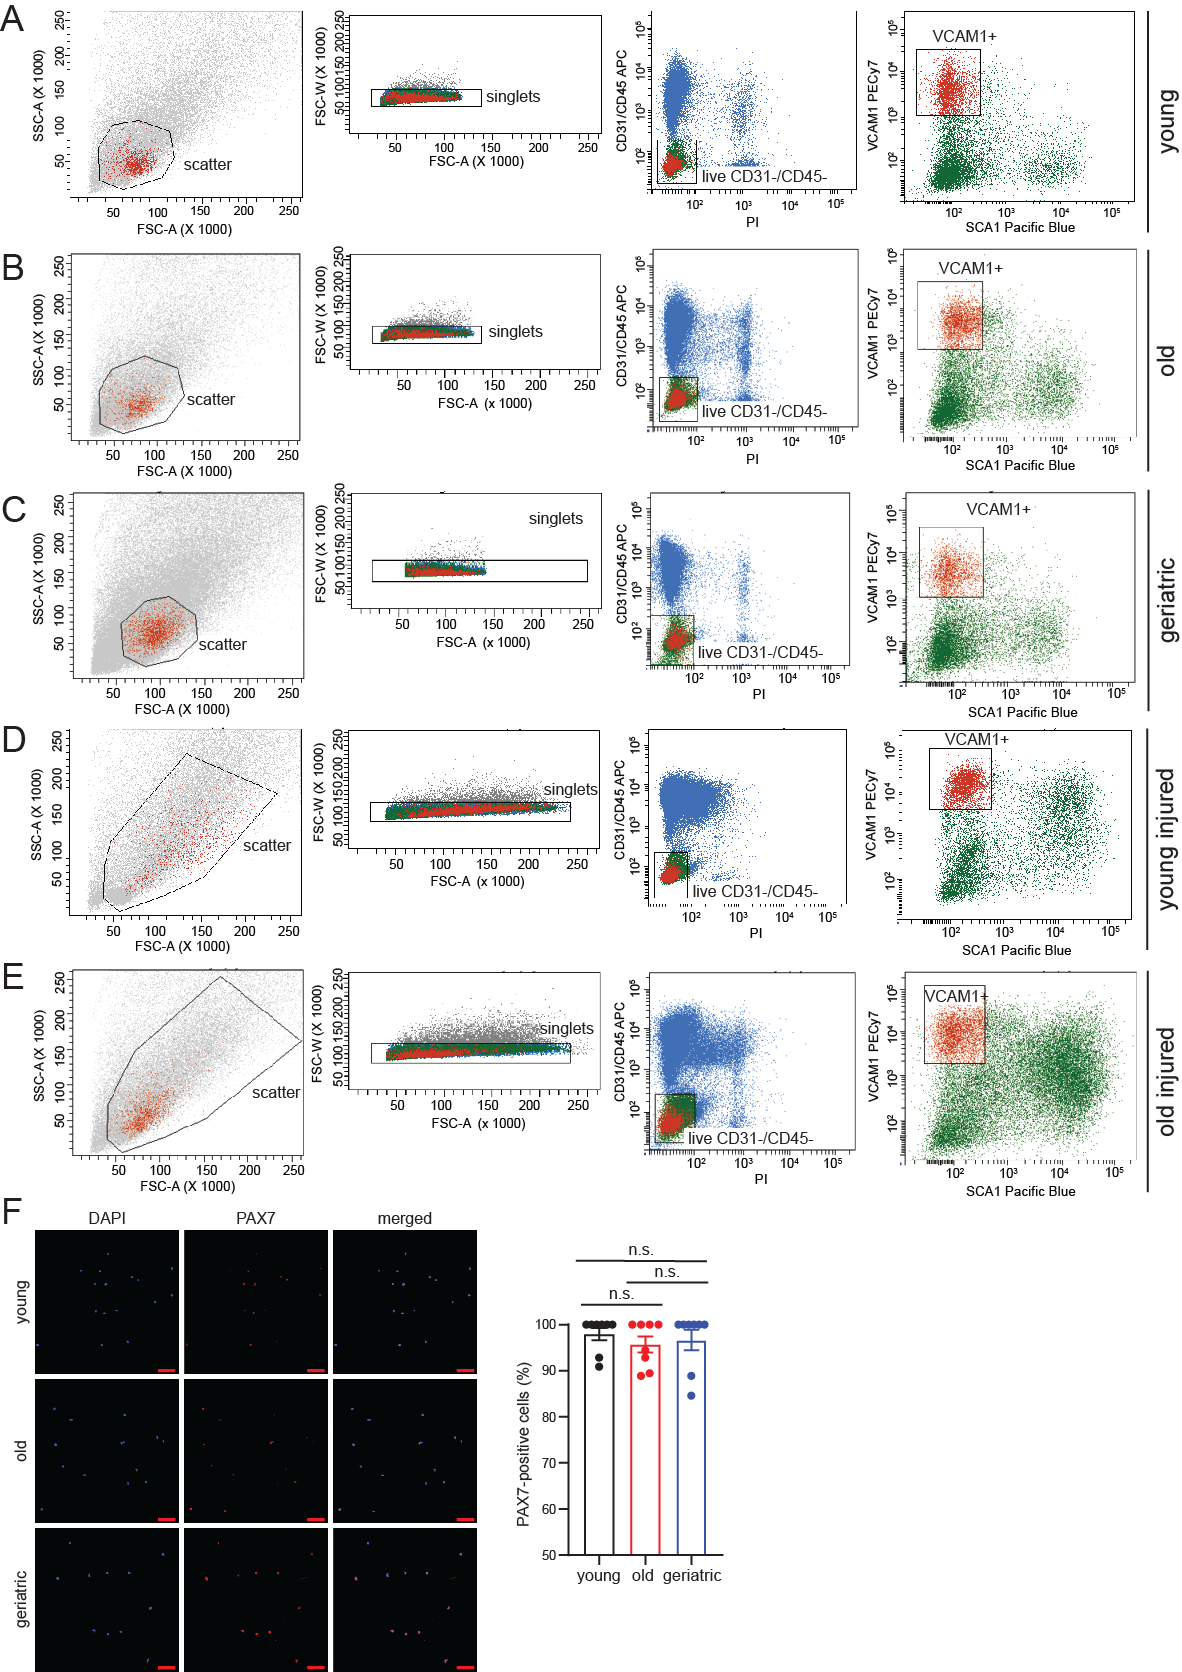

**Supp. Figure 1. MuSC isolation by FACS and purity verification (related to Figure 1)**

**(A)** Representative FACS plots showing profiles of young FISCs from uninjured muscles. **(B)** Same as (A) except for old FISCs. **(C)** Same as (A) except for geriatric FISCs. **(D)** Representative FACS plots showing profiles of young FISCs from injured muscles. **(E)** Same as (D) except for old FISCs. For A-E, before sorting, a gate on the FSC-A and SSC plot was created to exclude debris, followed by another gate on the FSC-W and FSC-A plot to collect singlets. Two consecutive gates were then used to collect the viable VCAM^+^CD31^−^CD45^−^SCA1^−^ population, VCAM1^+^ cells (red) in the rightmost plots are MuSCs. **(F)** IF of FISCs, ~8 hours after plating showing PAX7 (red) and DAPI (blue), the scale bar represents 50 μm. The bar plot shows the purity (PAX7^+^ cells) of FISCs from young, old, and geriatric mice, data represented as mean ± SEM, n=8 images per replicate. Significance was calculated using an unpaired two-tailed Welch’s t-test and revealed no statistically significant differences. For panels (A-F), only male mice data is shown.

**Supp. Figure 2**

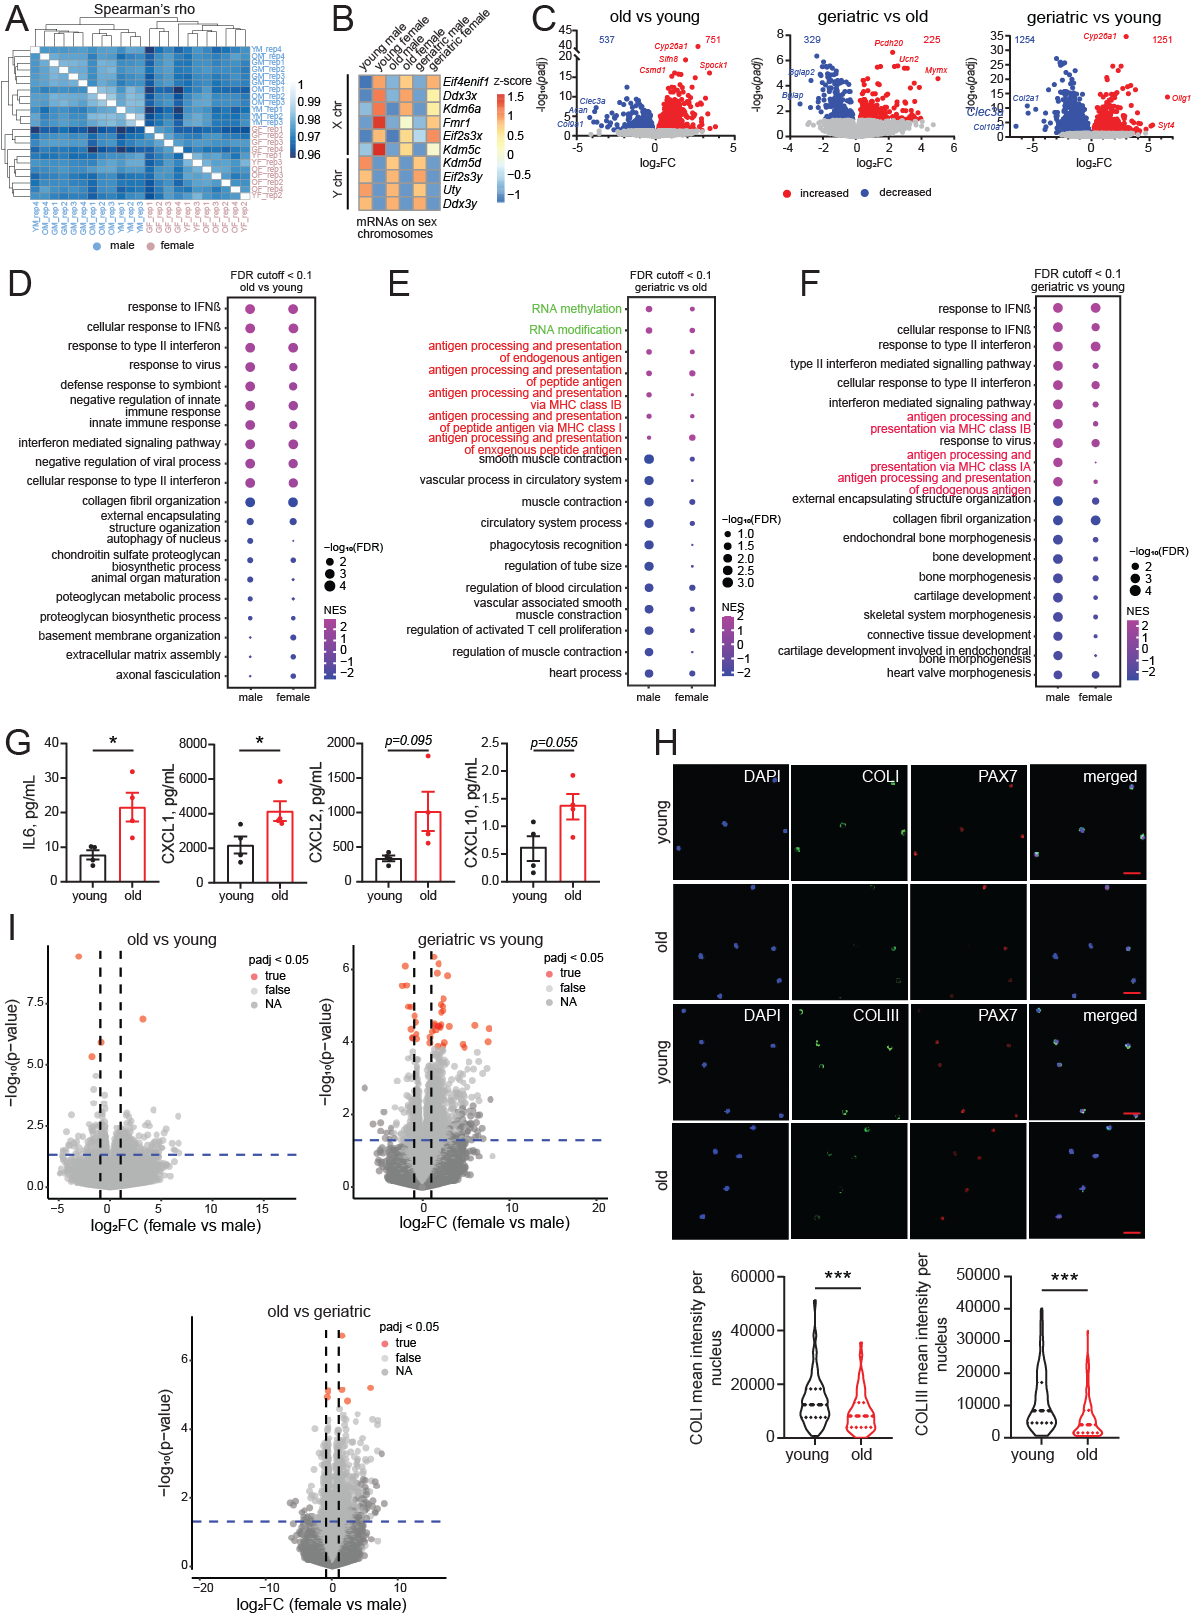

**Supp. Figure 2: Verification of transcriptomic changes during MuSC aging (related to Figure 2)**

**(A)** Heatmap showing Spearman correlation coefficients between RNA-seq samples, clustered by correlation distance. **(B)** Heatmap of mRNAs transcribed from genes located on the sex chromosomes. **(C)** Volcano plots of DARs in FISCs, comparing old vs young (left), geriatric vs old (middle), and geriatric vs young (right). Blue and red dots on the left and right indicate significantly increased and decreased DARs, respectively (FDR < 0.05). **(D)** Bubble plot showing the top 10 significant (FDR < 0.1) enriched or de-enriched pathways in old vs young for both male and female. Color scale shows normalized enrichment scores (NES) from GSEA. The bubble size indicates -log_10_ FDR q-values. **(E)** Same as (D) except in geriatric vs old. **(F)** Same as (D) except in geriatric vs young. For (E-F), pathways related to antigen processing and presentation are labeled in red while those related to RNA modification are in green. **(G)** Multiplexed LASER bead assay of cytokine levels in conditioned medium from young and old FISCs cultured for 36 h. Data are presented as mean ± SEM from n=4 mice in each group. * p < 0.05 by an unpaired two-tailed Welch’s t-test. **(H)** IF images of COLI and COLIII in young and old FISCs with mean signal intensity per cell quantifications on the bottom. Scale bar represents 20 μm. *** p < 0.001 by an unpaired Welch’s t-test. **(I)** Volcano plots for sex-dimorphic gene expression across age groups, with significantly differentially expressed genes (adjusted p < 0.05) highlighted in red. For panels (A-F and I), both males and females were considered, for (G-H) only male was used.

**Supp. Figure 3**

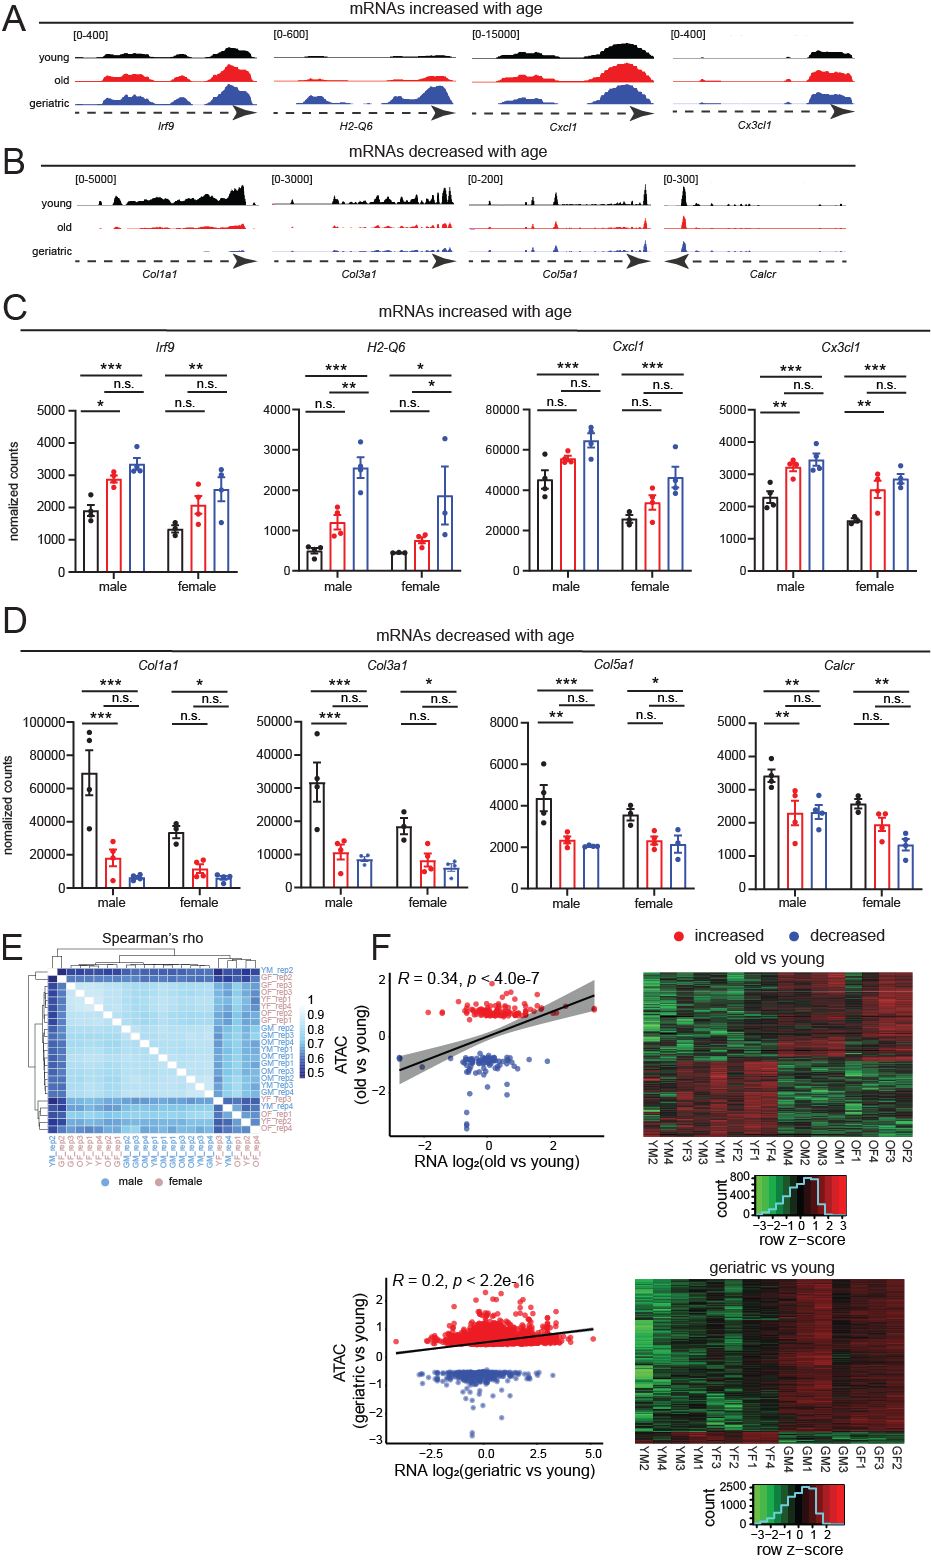

**Supp. Figure 3: Verification of transcriptomic and chromatin accessibility changes during MuSC aging (related to Figures 2 and 3)**

**(A)** Genome browser snapshots showing RNA-seq signal across genes encoding mRNAs increased with age in young, old, and geriatric FISCs. **(B)** Same as (A) except for mRNAs decreased with age. **(C)** Bar graph showing DESeq2-normalized counts of mRNAs increased with age for both males and females (data represented as mean ± SEM, n=4). **(D)** Same as (C) except for mRNAs decreased with age. For (C-D), significance was calculated using two-way ANOVA with Tukey’s multiple comparisons test: * p < 0.05, ** p < 0.01, *** p < 0.001. **(E)** Heatmap showing Spearman correlation coefficients of ATAC-seq signal across 10 kb genomic bins, clustered by correlation distance. **(F)** Scatterplots showing correlation between ATAC peak signal and RNA expression change in old vs young (top) and geriatric vs young (bottom). Each dot represents an mRNA identified as differentially abundant by DESeq2. Heatmaps on the right of the scatterplots show affinities for differential ATAC peaks. Row z-score color scale is shown below. For panels (A-F), both males and females were considered.

**Supp. Figure 4**

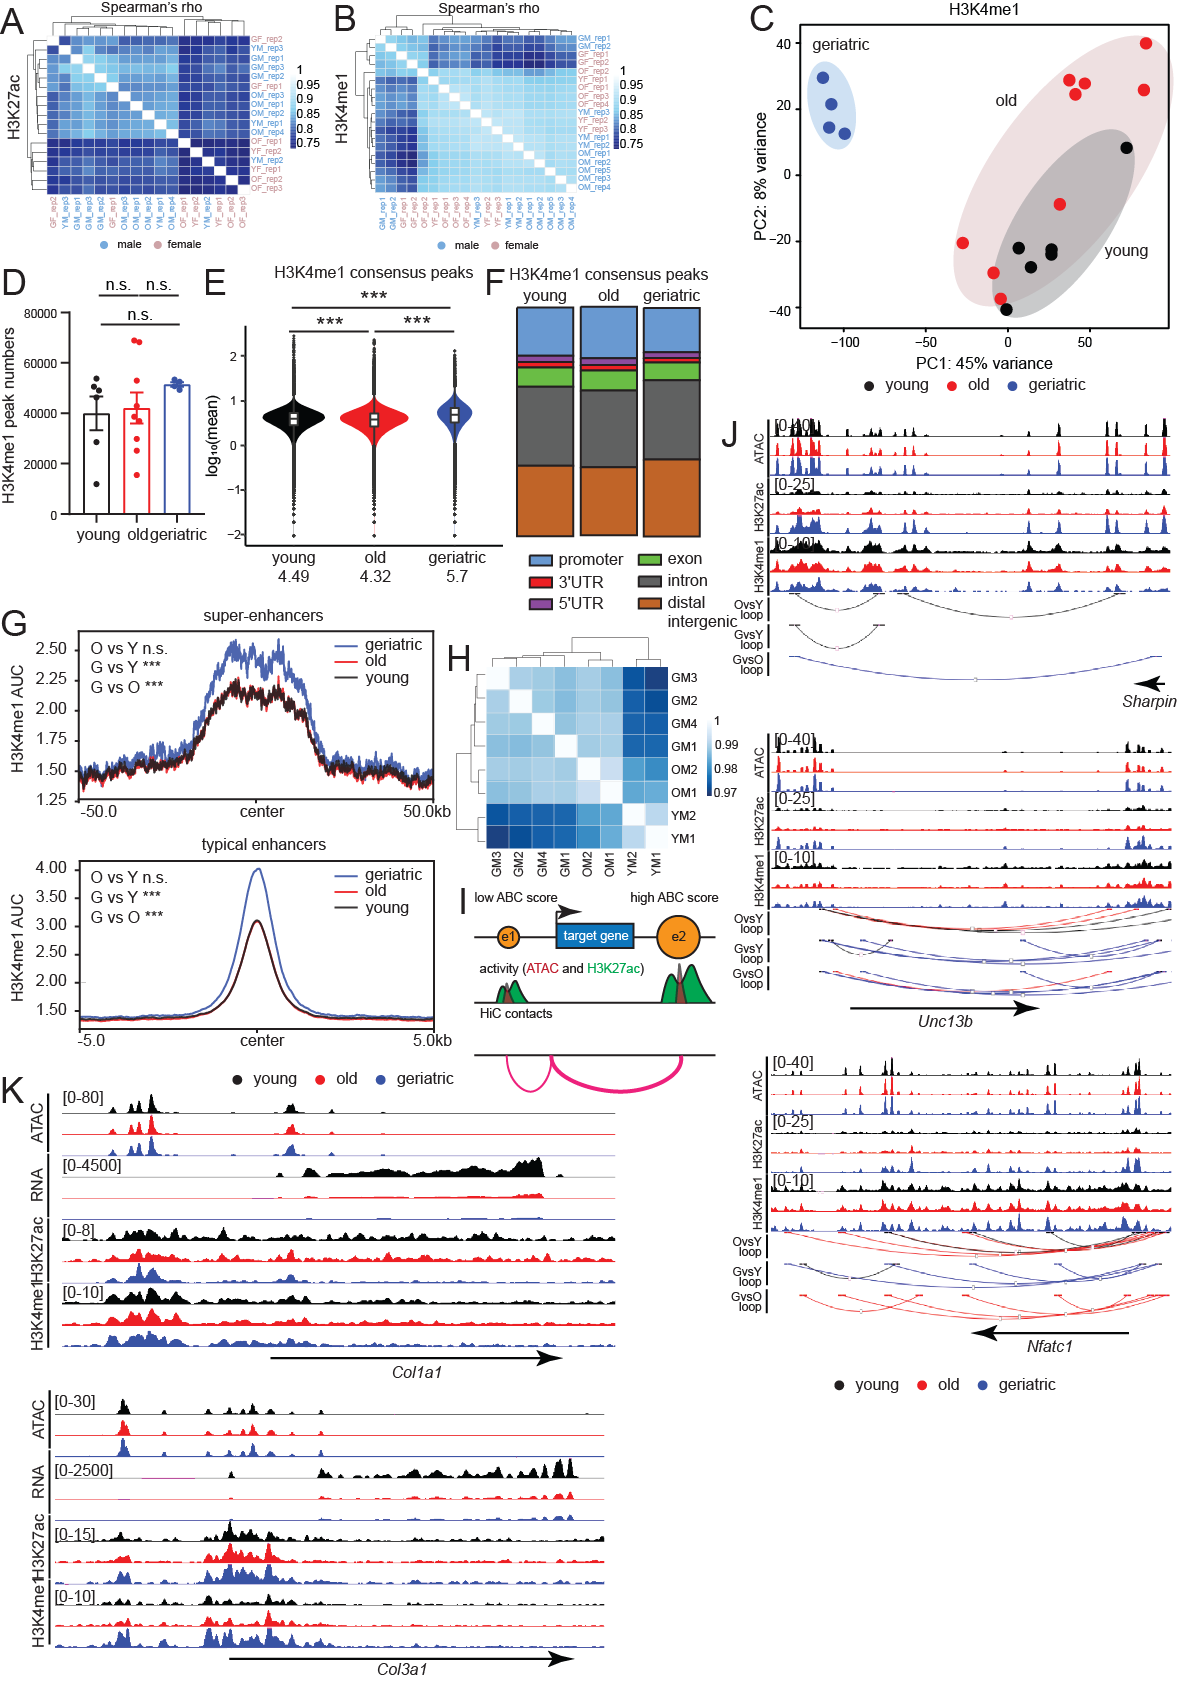

**Supp. Figure 4: Alteration of H3K4me1 and 3D genome during MuSC aging (related to Figure 4)**

**(A)** Heatmap showing Spearman correlation coefficients of H3K27ac CUT&RUN signal, clustered by correlation distance. **(B)** Same as (A) except for H3K4me1. **(C)** PCA plot of H3K4me1 data from young, old, and geriatric FISCs. **(D)** Barplot showing the number of H3K4me1 peaks in young, old, and geriatric FISCs, data represented as mean ± SEM, n=4-9 mice. Significance was calculated using one-way ANOVA with Tukey’s multiple comparisons test and revealed no statistically significant differences. **(E)** Violin plot showing the distribution of mean intensity of consensus H3K4me1 peaks in young, old, and geriatric FISCs. Median values are indicated below. *** p < 0.001 by an unpaired two-tailed Welch’s t-test. **(F)** ChIPseeker annotation of H3K4me1 consensus peaks in young, old, geriatric FISCs. **(G)** Metaplot of H3K4me1 signal over super-enhancers (top) and typical enhancers (bottom) in young, old, and geriatric FISCs. *** p < 0.001 by an unpaired two-tailed Welch’s t-test. **(H)** Heatmap showing Spearman correlation coefficients of KR normalized Hi-C matrices, clustered by correlation distance. **(I)** Schematic of Activity-by-Contact (ABC) enhancer prediction model integrating ATAC-seq, H3K27ac CUT&RUN, and Hi-C contact information. **(J)** Genome browser snapshots showing ATAC, H3K27ac, H3K4me1 signal, and Hi-C loops at the *Sharpin* (inflammatory), *Unc13b* (synaptic), and *Nfatc1* (osteoblast differentiation) loci. **(K)** Genome browser snapshots showing ATAC, RNA-seq, H3K27ac, and H3K4me1 signal coverage across two collagen gene loci: *Col1a1* (top) and *Col3a1* (bottom). For panels (A-G and K), both males and females were considered, for (H-J) Hi-C data was from males only.

How the deposited data were processed for this re-analysis (not part of the article)

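Bulk RNA-seq libraries of sorted FISCs from 23 mice were analysed: 7 young mice (4 males, 3 females), 8 old mice (4 males, 4 females) and 8 geriatric mice (4 males, 4 females), with 1 library per mouse. Each library was matched to its age, sex and replicate number through the sample titles and Table S1. The labelled sex was checked against the counts of Ddx3y and Xist, and no pair of libraries held the same counts. The files used here hold RNA-seq counts, and the chromatin, protein, culture and muscle experiments of the paper were not analysed here.

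The gene files hold counts that the authors deposited without normalization, 1 file per mouse with a count for each of 20504 gene symbols. The authors trimmed the reads with trimmomatic, aligned them with STAR to GRCm38/mm10, removed duplicates with Picard, kept alignments with a mapping quality of at least 10 with samtools and counted them with featureCounts of Rsubread. The paper's text names neither the annotation nor the strand setting of this counting. Of the symbols, 20365 were matched to genes of GENCODE M21, from which the positions on GRCm38 were taken. Xist, Malat1 and the mitochondrial genes are not among the symbols.

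The TE files hold counts that the authors deposited without normalization, made with STAR, with up to 100 places kept per read, and TEtranscripts in its multi mode. They list 56444 features, of which 55298 are Ensembl genes and 1146 are repeats, 680 of them in the LTR class. The paper's text does not state whether duplicates were removed before this counting.

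Counts on genes per mouse ranged from 8562413 to 29540702 with a median of 18194703, and counts in the TE files from 10713945 to 39529732 with a median of 24091380. At the median depth, 1 CPM is about 18 counts, so the levels of genes under 1 CPM rest on few counts. The reads carry no molecular identifiers, so counting errors are lower limits of the true error. Precision was taken from the spread between mice, given as SD, and from the standard errors of the fitted models.

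The analysis ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The main test was edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest) after TMM normalization and filterByExpr with a minimum count of 10 and a minimum total of 15. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05, over all genes of the comparison. Each pair of ages was fitted on its own, because Table S2 gives another mean count for the same gene in each pair. No sex term was used, because the paper's methods name sex only in the age-by-sex design. DESeq2 with a sex term, tried after the values were seen, gave the log2FC of Table S2 for all 1994 genes compared per pair. The log2FC of Table S2 are therefore those of a fit with a sex term. Comparisons within and between the sexes used one fit of the 6 groups. The sex difference of an age change was the contrast of 4 groups in that fit. TEs were tested together with the genes in 1 fit per sex, and a fit of all 6 groups gave the medians by TE class. The choices named here and the alternatives were fixed before the data were examined, except where the text says otherwise.

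The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every mouse, an adjusted p-value under 0.01, a sex term, all 3 age groups in one fit, only the groups compared in the fit, the replicate number as a block, TE library sizes from genes only, adjustment over TEs alone, other genes and scalings for the PCA, and each mouse left out in turn. DESeq2 with a sex term was added after the values were seen, as were the leave-one-out fits of the LTR share, the sensor scores, the Reactome sets, the collagen count, the monotonic counts and the PCA, and the alternatives for the counts of sensor mRNAs called and for sex-dimorphic mRNAs over all comparisons. To test chance, mice were split anew into groups of the same sizes, with every split tried or 100 drawn with a fixed seed.

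PCA and correlations between libraries used DESeq2's variance-stabilizing transformation, and the share of a component's scores accounted for by sex or age was tested by permutation with 100000 resamples. Gene sets were 18 Reactome sets matched through Entrez identifiers, with 69.1% to 98.6% of their members found. They were tested with camera of limma at a preset correlation of 0.01, and again with fry and with an estimated correlation. Lists of RNA sensors, DNA sensors, interferon response factors, MRFs, quiescence and Notch genes, cytokines, sex chromosome genes, collagens, and S-phase and G2/M-phase genes were taken from the paper's text and figures or from published cell cycle markers. The score of a list in a mouse is the mean over its genes of log2 CPM after each gene was standardized over all mice. Markers of leukocytes, endothelial cells, fibro-adipogenic progenitors, tenocytes, smooth muscle and pericytes, Schwann and glial cells, myofibres, erythroid cells, MuSCs, the dissociation response, epithelial and mammary cells and epidermal differentiation were listed before these lists were tested, to look for RNA of other cells. Differences of single values between groups were tested with exact permutation tests over all arrangements, and correlations with permutation tests.

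The genes named in the text are those that the paper names for its RNA-seq data or labels in the figures, genes of these lists and of the sex-dimorphic clusters of Table S2, the 3 highest and 3 lowest log2 fold changes of each geriatric against young comparison among called genes with a mean log2 CPM over 1 and no overlap between the groups' mice, and the 5 TEs with the smallest p-values among those that rose in each sex. Krt14, Krt1 and Krtdap fall outside this rule and were chosen after their values were seen. Some genes that meet the rule are not reported here.

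Each test across genes was tested on simulated counts drawn from the means and library sizes of these mice. In each, 200 genes or TEs with a mean over 1 CPM were changed by a log2FC of 1 or 2, up or down. The edgeR fits recovered 89% of the changed genes in old against young, 88.5% in geriatric against old and 85% in geriatric against young mice, with 10, 10 and 9 false calls, and DESeq2 recovered 94%, 92.5% and 91%, with 35, 32 and 32 false calls. For the sex difference of the age change in geriatric against young mice, edgeR recovered 54.5% with 5 false calls and DESeq2 58.5% with 18. For TEs and genes together, edgeR recovered 72% in males and 52% in females, with 6 and 11 false calls, and DESeq2 84.5% and 67%, with 31 and 36. At a log2FC of 1 alone, edgeR recovered 22.2% for this sex difference, 51.0% of TEs in males and 21.4% in females. Smaller changes were not simulated, such as the median log2FC of 0.44 over LTR elements in geriatric males. A low count of calls is thus weak evidence against such changes.

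Of the paper's Table S2, the first 1999 genes of each pairwise sheet could be read, of 14877 for old against young, 15933 for geriatric against old and 16663 for geriatric against young. The full numbers of mRNAs called in each pair by the paper were therefore not compared.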

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

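In this part, the test of outlying values against library depth, both tests of the keratin genes and the limits that decided them were chosen only after the results were seen.

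In 23 of 300 groups of 4 mice, the highest or lowest mouse lay apart from the other 3 by Dixon's test at 95%, which by chance happens in about 1 in 20 groups, or 15 of 300. These were the DNA sensor score of geriatric female 1 (1.35), the LTR share of repeat counts of geriatric male 2 (31.7%) and the PC2 scores of young male 4 (3.48) and old female 4 (-1.99). The others were log2 CPM values. In males they were Ddx3x (9.90), Pax7 (7.33) and Nfatc1 (7.60) in young male 1, Zbp1 (3.93) in old male 3, Col3a1 (7.84) and Myf6 (1.64) in old male 4, Spock1 (3.18), Myog (3.60) and Ccl8 (0.94) in geriatric male 2, and Col2a1 (1.65) and Ptprc (-0.24) in geriatric male 4. In females they were Pi16 (4.74) in old female 1, Ucn2 (0.53) and Ptprc (-1.60) in old female 2, Kdm5d (-2.46), Cgas (4.54) and Notch2 (5.72) in old female 4, and Col1a1 (7.18) and Camk1d (3.11) in geriatric female 2. Kdm5d in old female 4 rests on 1 count and Ptprc in old female 2 on 2 counts. The mouse with the fewest counts of its group had such a value in 5 of 5 groups, against 6 of the 15 other mice (Fisher's exact p = 0.0379), and these 5 mice held 11 of the 23 values. Few counts in a library are therefore a candidate explanation for part of them, although values of one mouse are not independent of each other. Counting noise is an unlikely source for abundant mRNAs, such as Ddx3x, Pax7 and Nfatc1 in young male 1. That library held 12920081 counts on genes, against 13084033 in young male 4, so it was hardly shallower. Differences between single mice remain open and were not tested.

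With edgeR, Sox11 was the only mRNA whose change from young to old differed between the sexes at an adjusted p under 0.05, while DESeq2 called 4 mRNAs. The change of females minus that of males was -3.09 (SE 0.49, adjusted p = 0.039). Its level was 87.6 CPM in young and 4.03 CPM in old females, and 180 CPM in young and 73.1 CPM in old males. In 5 of the 100 splits of the mice within each sex, at least 1 mRNA was called by edgeR, so a single call may arise by chance. The splits were not run with DESeq2. In 16 of the 23 fits that each left out a mouse, no mRNA was called. Without young female 2, for example, the difference for Sox11 was -2.77 with an adjusted p of 0.227. A sex difference of the mice stays open.

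By camera at its preset correlation, 6 of 36 tests of Reactome sets gave a change from young to geriatric, or from young to old, that differed between the sexes. All 6 were in geriatric against young mice. The change of females minus that of males was -0.050 for Cell Cycle and -0.039 for Cell Cycle, Mitotic (adjusted p = 0.040 for both), 0.455 for Collagen degradation and 0.402 for Collagen formation (0.0098 for both), 0.382 for Extracellular matrix organization (2.5e-04) and 0.386 for Interferon gamma signaling (0.040). With fry the smallest adjusted p was 0.78, and with the estimated correlation 0.586, so none of the 6 passed either test. These sets hold genes that vary together between mice, which the preset correlation of 0.01 does not take into account. The markers of fibro-adipogenic progenitors fell less in females as well (median difference 0.61), as did those of tenocytes (0.36). Both lists fell with age beside the collagens (medians -1.21 and -1.70 without the collagens), so a different share of these cells in the sorted FISCs of the sexes is a candidate explanation for the matrix sets. A sex difference within FISCs stays open and was not tested.

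Krt14, which the paper does not discuss, was read in females and almost absent from males. It reached 294 CPM in old female 3, was over 1 CPM in 10 of 11 females and was lowest in old female 4 (0.152 CPM), against at most 0.0740 CPM in males. A list of 16 epithelial markers was lower in young males than in young females (median log2FC -1.53, 16 of 16 lower, 2 called). The same list had medians of -2.30 in old mice (16 lower, 6 called) and -1.57 in geriatric mice (15 lower, 3 called). Its most abundant genes were Perp (12.3 CPM in young females and 6.65 CPM in young males), Cdh1 (10.4 and 4.82 CPM), Trp63 (8.89 and 3.14 CPM) and Epcam (6.24 and 0.384 CPM). Of the 17 genes listed, Perp, Cdh1, Trp63 and Krt19 were over 1 CPM in young males as well, so cells without Krt14 also express them. Krt5, which is not on the list, was at 11.5 CPM in young females and had no count in young males. Over the 11 females, Krt14 rose with the score of the other epithelial markers (Pearson r = 0.926, permutation p = 4.0e-05, and Spearman rho = 0.982, permutation p = 1.0e-05, the smallest that 100000 resamples can give). Without the 2 females farthest from the median, r was 0.920 (permutation p = 2.2e-04). Mammary markers were also lower in males (medians -1.30, -1.73 and -2.05 in young, old and geriatric mice, over 7 of 13 listed). Epithelial cells in the sorted FISCs of females may therefore be the source. Differentiated skin was argued against, since Krt1 and Krtdap reached at most 0.165 CPM in any mouse. The 3 epidermal differentiation genes tested did not settle this, with medians of -0.40 in young (3 lower in males, 1 called), -0.67 in old (2 lower, 2 called) and -0.03 in geriatric mice (2 lower, 1 called). Cells of the basal layer of skin alone were not tested. Expression by FISCs of females stays open and was not tested.

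The paper does not report repeats in old mice. The LTR share of all counts was 3.26% in old and 2.54% in young females, a difference of 0.717 percentage points (exact permutation p = 0.0286). The share of all repeats was 9.41% and 7.82% (exact permutation p = 0.0286), while LTR repeats made up 34.9% and 32.4% of repeat counts (exact permutation p = 0.514). In old and young males the LTR share of all counts was 2.52% and 1.98% (difference 0.546 percentage points, exact permutation p = 0.0857), that of all repeats 8.63% and 7.18% (exact permutation p = 0.0571), and LTR repeats made up 29.2% and 27.6% of repeat counts (exact permutation p = 0.4). The change of the LTR share did not differ between the sexes (permutation p = 0.717). In old males 102 TEs were higher than in young males at an unadjusted p under 0.05 and 5 were lower, of which 1 was called, and in old females 99 were higher and 5 lower, of which 0 were called. A rise shared by the classes of repeats is what reads from introns or genomic DNA would also give. For geriatric males this explanation was tested and not excluded, since their LTR share of repeat counts had an exact permutation p of 0.343, and it may hold for old mice. An effect of age on TEs stays open.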

How the results depend on the processing

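DESeq2 with a sex term was tried only after the values were seen, as were the leave-one-out fits of the LTR share, the sensor scores, the Reactome sets, the collagen count, the monotonic counts and the PCA, and the alternatives for the sex-dimorphic mRNAs over all comparisons and for the counts of sensor mRNAs called.

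Some results kept their direction and their side of the threshold under every alternative run for them. In the set tests, the lower Cell Cycle set in young males did so. Its mean log2FC lay between -0.556, over G2/M-phase genes alone, and -0.158. It lay from -0.242 to -0.0993 across the 7 fits that each left out a young mouse. Scores of single mice did not hold for the shorter lists. In young mice the S-phase and G2/M-phase scores did not part the sexes (exact permutation test, p = 0.171 and p = 0.286). Other results that held were the share of PC1 accounted for by sex (58.5% to 78.6%, and 69.1% to 85.3% with a mouse left out) and the share of PC2 accounted for by age (54.1% to 74.9%, and 54.2% to 78.9%). The count of collagen mRNAs lower with age also held (36 under each alternative, and 35 to 38 with a mouse left out).

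Counts of DARs moved with the test. DESeq2 called 475 mRNAs higher and 319 lower in old against young, 133 higher and 150 lower in geriatric against old, and 1011 higher in geriatric against young FISCs, where edgeR called 267, 124, 0, 0 and 548. It called 306 mRNAs in old against young males, 330 in old against young females, 1099 in geriatric against young males and 1695 in young males against young females, where edgeR called 113, 108, 702 and 871. It called 4, 40 and 6 sex-dimorphic mRNAs in old against young, geriatric against young and geriatric against old mice, 46 in all, where edgeR called 1, 0, 0 and 1. It called 47 TEs higher in geriatric males and 9 in geriatric females, where edgeR called 7 and 0. Monotonic mRNAs that rose numbered 817 with DESeq2 and 462 with edgeR. On simulated counts DESeq2 recovered more of the changed genes than edgeR and made more false calls in each comparison where both were run. The cause of the differences on the real counts was not tested.

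DESeq2 with a sex term gave 751 higher and 537 lower in old against young, 225 and 329 in geriatric against old, and 1251 and 1254 in geriatric against young FISCs, with 1009 mRNAs rising and 1106 falling at each step, against 721 falling with edgeR. A sex term in edgeR gave 528 higher and 266 lower in old against young and 33 higher and 83 lower in geriatric against old FISCs. All 3 age groups in one fit gave 18 and 13 in geriatric against old FISCs, DESeq2's size factors gave 10 and 9, and no filter on low counts gave 1 higher. For these settings the cause was not tested.

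Without a filter on low counts, 138 TEs were higher in geriatric males and 11 in geriatric females, and with all 6 groups in one fit 7 were higher in geriatric females. The cause was not tested. Adjustment over TEs alone called 1 in males. The LTR share measured within repeat counts rose by 1.82 percentage points in geriatric males (exact permutation p = 0.343), weaker than the rise in the share of all counts (p = 0.0286), and by 5.64 points in geriatric females (exact permutation p = 0.0286), where the rise in the share of all counts had p = 0.0857. This measure leaves out a rise that all classes of repeats share.

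An adjusted p under 0.01 is stricter by construction. It gave 85 higher and 20 lower in old against young, 203 higher and 339 lower in geriatric against young FISCs, 25 in old and 232 in geriatric males, 31 in old and 312 in geriatric females, 136 in young males against young females, 0 sex-dimorphic mRNAs in old against young mice and 1 TE in males. Requiring at least 10 counts in every mouse tests fewer genes and called 69 in old against young males. Fitting only the 2 groups compared leaves fewer mice to estimate the spread: it called 64 in old and 1133 in geriatric males, 60 in old and 125 in geriatric females, and 447 in young males against young females. The cause of the rise in geriatric males was not tested.

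With camera's correlation between genes estimated from the data, 0 of the 54 Reactome tests were called, against 23 at the preset correlation and 16 with fry. This setting widens the spread of a set's mean by the correlation of its genes.

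Leaving out single mice gave these ranges, for which the cause was not tested. In old against young FISCs, 136 mRNAs (without young female 1) to 287 were higher and 52 (without young male 2) to 159 lower over 15 fits. In geriatric against old FISCs, 0 to 14 were higher and 0 to 56 lower over 16 fits, with 14 and 56 both without old male 4. In geriatric against young FISCs, 441 to 667 were higher and 465 (without young male 2) to 938 lower over 15 fits. Within a sex, over 23 fits each, counts were 38 (without old male 3) to 195 (without geriatric female 1) in old males, 34 (without young female 2) to 170 (without geriatric female 4) in old females, 294 (without geriatric male 1) to 1069 (without young male 4) in geriatric males and 393 (without young female 3) to 1295 in geriatric females. Young males against young females gave 132 (without young female 3) to 1418 (without old male 4). Sex-dimorphic mRNAs numbered 0 to 1 in old against young, 0 to 1 in geriatric against young and 0 to 1 over all comparisons, again over 23 fits. TEs higher numbered 1 (without young male 2) to 220 (without young male 4) in geriatric males over 8 fits and 0 to 1 (without geriatric female 1) in geriatric females over 7. The rise of the LTR share in geriatric males was 0.538 to 0.780 percentage points over 8 fits, with exact permutation p-values of 0.0286 to 0.0571, and in geriatric females 0.681 to 1.07 over 7 fits. The RNA sensor score rose by 0.657 to 1.008 in old males over 8 fits and by 0.653 to 0.863 in old females over 7 fits, where the exact permutation p was 0.0667 or 0.1, the smallest that those group sizes allow. The DNA sensor score rose by 0.294 to 0.519 in old males over 8 fits and by 0.0704 (without young female 1) to 0.415 (without old female 2) in old females over 7 fits. Reactome tests called numbered 18 to 26. Monotonic mRNAs that rose numbered 367 to 561, and those that fell 443 (without young male 2) to 860.

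The replicate numbers were not taken to pair the mice, since not every pair of libraries with the same number had a correlation over 0.1. Over 22 pairs of libraries with the same sex and number and different ages, the median correlation of their deviations from the group means was 0.062, and 27.3% of these pairs were over 0.1, as were 27.3% of the pairs with different numbers. Between the sexes, 39.4% of the 33 pairs with the same number were over 0.1, against 16.2% of the 99 with different numbers, so a factor shared by number was not excluded. With the number as a block all the same, 505 mRNAs were higher and 287 lower in old against young, 2 higher in geriatric against old FISCs, 197 were called in old females and 2732 in young males against young females, and 46 TEs were higher in geriatric males. Larp6 was called in geriatric against young FISCs (log2FC 0.36, adjusted p = 0.048). A block within each sex gave 0 sex-dimorphic mRNAs in old against young and 1 in geriatric against young mice. The cause was not tested.

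Among single genes, those that changed sign were not called in geriatric against young FISCs under any of these settings. The log2FC of Myog was 0.0660 with the block, and it lay between -1.05 and 0.188 (without young female 1) over the 15 fits that each left out a mouse. Pax7 lay between -0.292 and 0.143 (without young male 1) over its 15 fits. Nfatc1 lay between -0.184 and 0.0645 (without young female 2) and was 0.00650 without young female 3. That of Pcbp2 was 0.0122 with at least 10 counts in every mouse and lay between -0.0620 and 0.0601 over its 15 fits, with 0.0252 without young male 4, 0.0601 without young female 2, 0.0208 without young female 3, 0.0268 without geriatric male 2 and 0.0419 without geriatric female 1. Over the 66 results for named genes and TEs, leaving out a mouse gave 1097 values: 1000 the same in direction and call, 85 weaker, 3 stronger and 9 reversed. Other alternatives gave 453 values: 420 the same, 12 weaker, 19 stronger and 2 reversed. For the 54 results of single Reactome sets, 70 of 108 values were the same, 34 weaker and 4 stronger. For the counts of sensor mRNAs called, 195 of 240 values were within 1.5 times the main count.

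Depth limited the genes with few counts. Ptprc had between 1 and 12 counts per mouse in young and geriatric males, so a change in males could not be measured well, and Kdm5d and Uty had 0 counts in young females, so their fold changes between the sexes have no upper bound.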

Differences from the paper's values

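DESeq2 with a sex term was chosen after seeing the values, and the alternatives for sex-dimorphic mRNAs over all comparisons were added after the data were seen.

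TEs higher in geriatric than in young males numbered 7, against the paper's 47. Of the alternatives set before the data were examined, DESeq2 (47) and the replicate number as a block (46) closed the gap. DESeq2's size factors (7), at least 10 counts in every mouse (7), all 6 groups in one fit (10), library sizes from genes only (9), no filter on low counts (138), an adjusted p under 0.01 (1) and adjustment over TEs alone (1) did not. Leaving out a mouse gave 1 to 220, with 40 without geriatric male 2. In females the count was 0, with 62 TEs higher at an unadjusted p under 0.05, against the paper's 9. DESeq2 (9) closed the gap, and no filter on low counts (11) and all 6 groups in the same fit (7) came near the paper's count. Leaving out a mouse gave 0 to 1, and the other alternatives set before the data were examined gave 0.

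Age-related sex-dimorphic mRNAs over all comparisons numbered 1, against the paper's 46. DESeq2 gave 46, and all 46 were those of Table S2. DESeq2 was set before the data were examined for each of the 3 comparisons, and the count over all of them was added after seeing the values. DESeq2's size factors, no filter on low counts, at least 10 counts in every mouse, the replicate number as a block within each sex and only the 4 groups compared gave 1 each, and leaving out a mouse gave 0 in 15 of 23 fits and 1 in the others. An adjusted p under 0.01 gave 0 in each of the 3 comparisons.

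The mRNAs that rose at each step of age numbered 462, against the paper's value of about 1000 in its text and 1023 in Table S2. Of the alternatives set before the data were examined, DESeq2 (817) narrowed the gap to both but stayed under them. A single test across the 3 ages gave 392, and means of normalized counts gave 469. DESeq2 with a sex term, chosen after seeing the values, gave 1009. It also gave the log2FC of Table S2 for each of the 1994 genes compared per pair of ages, with a largest difference of 5e-06.

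In units of 1e+06, the median over mice of the counts on genes was 18.2, against the paper's 32 for reads per sample. The paper's value is of reads sequenced, and the value here is of reads counted on genes after the removal of duplicates and a filter on mapping quality, so the 2 values are on different scales. None of the alternatives set before the data were examined bears on this value.

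The paper states that mRNAs of the sex chromosomes drove the variation between the sexes. Of the 20 genes with the largest loadings on PC1, 4 lie on the Y chromosome, 0 on the X chromosome and 16 on autosomes. The Y-linked Ddx3y and Eif2s3y ranked 1 and 2 among them, Uty 4 and Kdm5d 7. Without the genes of both chromosomes sex accounted for 58.5% of the PC1 scores, against 76.1% with them. Age group then accounted for 32.6%, against 17.99% with them. The autosomal keratin gene Krt14 ranked 3 by loading on PC1, with the opposite sign to Ddx3y. Other keratin genes were also among the 20. Epithelial cells in the sorted FISCs of females may therefore account for part of the autosomal loadings.

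The paper states that about as many mRNAs rose as fell between ages. Here 267 rose and 124 fell in old against young, and 548 rose and 774 fell in geriatric against young FISCs. With DESeq2, set before the data were examined, the counts were 475 and 319, and 1011 and 1002. With DESeq2 and a sex term, chosen after seeing the values, they were 751 and 537, and 1251 and 1254.

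The paper states that the sensors appeared early in old males and not in old females. Of the RNA sensors, 1 of 15 was called in old males and 0 of 15 in old females, with 6 and 3 when adjusted over the list alone and 9 and 4 at an unadjusted p under 0.05. Of the DNA sensors 0 of 13 were called in either sex, with 1 in males and 0 in females over the list alone and 4 and 1 at an unadjusted p under 0.05. These counts were higher in males. The called mRNA, Oasl2, had a log2FC of 1.45 in old males and 1.44 in old females. Alternatives set before the data were examined called it in old females as well. These were DESeq2 (adjusted p = 0.0069), the replicate number as a block (adjusted p = 0.027) and only the 2 groups compared in the fit (adjusted p = 0.025). The sex difference of the change had a permutation p of 0.886 for the RNA sensor score and 0.531 for the DNA sensor score.

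The paper states that sex-dimorphic mRNAs were most numerous between geriatric and young mice. The counts here were 1 in old against young, 0 in geriatric against young and 0 in geriatric against old mice, with 393, 1450 and 1406 at an unadjusted p under 0.05. DESeq2, set before the data were examined, gave 4, 40 and 6.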

Other observations

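In this part, the tests of leukocyte markers beside the sex-dimorphic immune mRNAs, of introns or genomic DNA, and of a batch of the geriatric mice were chosen only after the results were seen, as were the limits by which the marker lists and the batch test were judged.

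Other splits of the mice into groups of the same sizes gave a measure of chance. For old against young FISCs, 1 of 100 splits, the real one, gave as many as the 391 mRNAs called, and the next highest gave 376 with 2 males among its 8 mice in one group. For geriatric against young FISCs, 1 of 100 splits gave as many as 1322, and the next highest gave 1098 with 1 male among 8. For geriatric against old FISCs, where 0 mRNAs were called and 1808 had an unadjusted p under 0.05, all 100 splits gave as many, and the highest gave 1143 with 6 males among 8. Splits that follow sex thus came close to the age split in old against young and in geriatric against young FISCs. In geriatric against old FISCs such a split exceeded it. Within a sex, the real split alone (1 of 35) gave as many calls in old males (113, the next 1), old females (108, the next 26), geriatric males (702, the next 1), geriatric females (1040) and young males against young females (871, the next 54). For geriatric females the next split gave 1035, with geriatric female 4 among the young females, and without geriatric female 4 the count was 1295. For sex-dimorphic mRNAs, 5 of 100 splits gave as many as the 1 called in old against young mice, and all 100 gave as many as the 0 called in geriatric against young and in geriatric against old mice, where 1450 and 1406 had an unadjusted p under 0.05. One split for geriatric against young mice gave 516.

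For TEs, 2 of the 35 splits of the males gave at least 7 TEs past the threshold in one direction. The other one put geriatric male 2 with young males 1, 2 and 3, and gave 368. In those 4 mice repeats made up 6.51% to 7.40% of counts, against 8.46% to 10.4% in the other 4. SINE, LINE and satellite shares were also apart (2.94% to 3.18% against 3.89% to 4.58%, 1.36% to 1.55% against 1.73% to 2.24%, and 0.0401% to 0.0511% against 0.0688% to 0.122%), while LTR shares overlapped (1.56% to 2.35% against 2.22% to 2.94%). Without young male 4, 220 TEs were higher in geriatric males. In females 35 of 35 splits gave as many as the 0 called, where 62 had an unadjusted p under 0.05 and were higher. Every class named rose in geriatric males, with exact permutation p-values of 0.171 for the LINE share, 0.0857 for SINE and 0.0571 for DNA, and the LTR share of repeat counts did not part the groups (exact permutation p = 0.343). Reads from introns or genomic DNA, which would raise every class, are a candidate explanation beside a rise of TE transcripts with age. In geriatric females the TEs with the smallest p-values among those that rose were MER91C of the DNA class (1.66, adjusted p = 0.084), RMER16B3 (1.33, 0.092), MamGypLTR2c (2.05, 0.099), MURVY-int (1.81, 0.10) and MER57E1 (1.40, 0.11).

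Within groups of one age and sex, the LTR share and the interferon score went in opposite directions (Pearson r = -0.502, permutation p = 0.116, and Spearman rho = -0.27, permutation p = 0.304). Without the 2 mice farthest from the median LTR share, r was -0.034 (permutation p = 0.887). A link between ERV RNA and the interferon response and its absence cannot be told apart here, because the value rests on 2 of 23 mice.

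Collagens fell from young to geriatric FISCs (median log2FC -0.95 over 41 genes tested, 34 lower). Markers of fibro-adipogenic progenitors that are not collagens fell too (median -1.21, 10 of 11 lower), as did tenocyte markers (median -1.70, 8 of 8 lower). Among the most abundant, Dcn went from 919 to 550 CPM, Gsn from 883 to 671 CPM, Lum from 215 to 57.0 CPM, Fmod from 2910 to 1335 CPM and Thbs4 from 846 to 378 CPM, while Lox went from 927 to 1062 CPM. Fewer of these cells in the sorted FISCs of aged mice is therefore a candidate explanation for lower collagens, beside a change of expression within FISCs. FISCs may express some of these markers themselves, and how many was not tested. Endothelial markers fell as well (median -1.82, 11 of 12 called, Esam from 30.8 to 14.9 CPM).

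The 15 mRNAs of the sex-dimorphic cluster 2 of Table S2 rose more in geriatric females than in geriatric males (median difference 2.57). So did 10 leukocyte markers outside that cluster (median difference 2.68, and 1.83 without geriatric female 1). Their mean log2 CPM was 3.41, 2.25, 0.91 and 0.39 in geriatric females 1 to 4 and at most 1.51 in any other mouse (old male 1). The most abundant markers were Lyz2 (66.5 CPM in geriatric and 25.8 CPM in young females), Cd74 (52.7 and 2.50 CPM), Cd68 (5.28 and 4.46 CPM) and Lcp1 (4.75 and 0.638 CPM). Leukocytes in some libraries of geriatric females, although the sort excluded CD45+ cells, are thus a candidate explanation. Expression of these mRNAs by FISCs of geriatric females stays open and was not tested.

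A batch that set the geriatric libraries apart from all others would make geriatric and old FISCs differ about as much as geriatric and young FISCs. With a sex term 116 mRNAs were called in geriatric against old and 1873 in geriatric against young FISCs, and without it 0 and 1322. This argues against such a batch as the whole source of the calls. A batch of the young libraries was not tested. That 1 library decides the direction of the lower Cell Cycle set in young males was argued against. With each young mouse left out, the mean log2FC lay between -0.242 and -0.0993. Its size did depend on young female 1, without which it was -0.0993, against -0.162 with all mice. The largest camera p, 7.3e-05, was also without this mouse. Camera's preset correlation takes little account of genes that vary together, so this p-value does not measure the spread between mice.

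The other marker lists were compared between geriatric and young FISCs as medians of log2FC: leukocytes 1.49 (1 of 9 called, with 3.81 and 9 of 13 in females and -0.20 in males), fibro-adipogenic progenitors with collagens -1.38 (8 of 12), smooth muscle and pericytes -0.41 (0 of 9), Schwann and glial cells 0.98 (4 of 9, with 1.79 and 8 of 9 in females), myofibres 0.50 (2 of 9), erythroid cells 0.29 (0 of 4, with 1.79 and 1 of 5 in females, -0.60 in males, and 1.35 in old against young FISCs), MuSCs -0.07 (1 of 10), the dissociation response -0.31 (0 of 12), epithelial cells 0.21 (0 of 7), mammary cells 0.07 (0 of 3) and epidermal differentiation -0.33 (0 of 3). Des is on 2 of these lists. The MuSC markers thus moved little while lists of other cells moved apart. Of the glial markers, Foxd3 is also in cluster 2, and it went from 3.04 CPM in young to 15.0 CPM in geriatric females, with Mbp from 149 to 421 CPM and Cdh19 from 22.6 to 75.4 CPM. Between young males and young females, most lists of other cells were higher in males: erythroid cells (median 1.73), tenocytes (0.96), the dissociation response (0.96, 5 of 12 called), fibro-adipogenic progenitors with collagens (0.94, 4 of 12 called), endothelial cells (0.94), leukocytes (0.89), smooth muscle and pericytes (0.78), Schwann and glial cells (0.59) and myofibres (0.40). Those of MuSCs were at 0.02.

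Larp6, which encodes a protein that the paper names for the turnover of collagen mRNAs, was at 31.7 CPM (SD 4.1) in geriatric and 25.2 CPM (SD 5.9) in young FISCs (log2FC 0.35, SE 0.14, adjusted p = 0.13). It was called with a sex term (0.39, adjusted p = 0.040), and with DESeq2 and a sex term, chosen after the values were seen (0.41, adjusted p = 0.018). With DESeq2 alone the adjusted p was 0.106, and with each mouse left out in turn it was 0.060 to 0.222. It was called in geriatric females (0.68, adjusted p = 0.0077). Pcbp1 (0.17, adjusted p = 0.40) and Pcbp2 (-0.03, adjusted p = 0.92) were not called in geriatric against young FISCs.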
